# Insulin-induced serine 22 phosphorylation of retinoid X receptor alpha is dispensable for adipogenesis in brown adipocytes

**DOI:** 10.1080/21623945.2020.1747352

**Published:** 2020-04-05

**Authors:** Jacob Ardenkjær-Larsen, Kaja Rupar, Goda Sinkevičiūtė, Patricia S. S. Petersen, Julia Villarroel, Morten Lundh, Romain Barrès, Atefeh Rabiee, Brice Emanuelli

**Keywords:** Retinoid X receptor alpha, insulin, phosphorylation, adipose tissue, transcriptional regulation

## Abstract

Insulin action initiates a series of phosphorylation events regulating cellular differentiation, growth and metabolism. We have previously discovered, in a mass spectrometry-based phosphoproteomic study, that insulin/IGF-1 signalling induces phosphorylation of retinoid x receptor alpha (RXRα) at S22 in mouse brown pre-adipocytes. Here, we show that insulin induces the phosphorylation of RXRα at S22 in both brown precursor and mature adipocytes through a pathway involving ERK, downstream of IRS-1 and −2. We also found that RXRα S22 phosphorylation is promoted by insulin and upon re-feeding in brown adipose tissue *in vivo*, and that insulin-stimulated S22 phosphorylation of RXRα is dampened by diet-induced obesity. We used *Rxra* knockout cells re-expressing wild type (WT) or S22A non-phosphorylatable forms of RXRα to further characterize the role of S22 in brown adipocytes. Knockout of *Rxra* in brown pre-adipocytes resulted in decreased lipid accumulation and adipogenic gene expression during differentiation, and re-expression of *Rxra*WT alleviated these effects. However, we observed no significant difference in cells re-expressing the *Rxra*S22A mutant as compared with the cells re-expressing *Rxra*WT. Furthermore, comparison of gene expression during adipogenesis in the WT and S22A re-expressing cells by RNA sequencing revealed similar transcriptomic profiles. Thus, our data propose a dispensable role for RXRα S22 phosphorylation in adipogenesis and transcription in differentiating brown pre-adipocytes.

## Introduction

Insulin action in adipose tissue is one of the most potent signals regulating cell metabolism and differentiation [1]. Insulin resistance, defined at the molecular level by defective signalling in response to insulin, plays an important role in metabolic disorders such as obesity and type II diabetes [2]. The elucidation of the molecular mechanisms mediating insulin signalling is therefore essential for the development of therapeutic strategies to treat metabolic disorders.

Activation of insulin and insulin-like growth factor 1 (IGF-1) receptors (IR/IGF-1 R) by their ligands initiates a cascade of phosphorylation events controlling cellular differentiation, growth and metabolism [3]. To obtain a better understanding of the molecular mechanisms mediating insulin/IGF-1 action, we previously performed a mass spectrometry-based phosphoproteomic study using brown pre-adipocytes. In this study, we found retinoid x receptor alpha (RXRα) to be phosphorylated on serine 22 (S22) with a 2.9-fold induction upon IGF-1 stimulation [4]. The RXRα S22 phosphorylation site is located in an autonomous, ligand-independent transcriptional activation domain in the N-terminal A/B region of RXRα [5]. This domain is called ‘activation function 1’ (AF-1) and is required for the transduction of retinoic acid signals during development [6]. It has been reported that RXRα constitutive (without ligand) phosphorylation on S22 is required for the anti-proliferative effect of retinoic acid and induction of several retinoic acid-responsive genes [7]. Phosphorylation at this site is the most commonly detected post-translational modification of RXRα in high-throughput studies in mouse, human and rat [8]. Among these studies, one study found increased RXRα S22 phosphorylation in human neuroblastoma, which had significantly elevated insulin receptor signalling[9], and another study detected RXRα S22 phosphorylation in response to insulin in mature 3T3-L1 adipocytes [10]. However, the physiological relevance and impact of this phosphorylation event in adipocytes have not been investigated.

RXRα is a ligand-activated transcription factor that belongs to the superfamily of nuclear hormone receptors. It is expressed in many tissues, such as adipose tissue, liver, kidney, spleen and muscle [11], and plays a role in development as well as in regulating the physiological functions of differentiated adult tissues [12]. Several nuclear receptors heterodimerize with RXRα which gives it a unique modulatory role across multiple signalling pathways [13]. Genome-wide profiling of peroxisome proliferator-activated receptor-gamma (PPARγ) and RXRα binding in 3T3-L1 adipocytes has demonstrated that the PPARγ:RXRα heterodimer binds to hundreds of genomic locations in differentiating and mature adipocytes [14], suggesting a role for this heterodimer in adipogenesis and adipocyte metabolism. Consistently, selective ablation of RXRα in adipose tissue results in impaired lipolysis during fasting, impaired adipogenesis and resistance to obesity [15].

Here, we show that the phosphorylation of RXRα at S22 is promoted by insulin in brown precursor and mature adipocytes, and in brown adipose tissue (BAT) *in vivo* following insulin injection or re-feeding. Interestingly, insulin-induced RXRα S22 phosphorylation is dampened by diet-induced obesity. However, our *in vitro* studies indicate that RXRα S22 phosphorylation is dispensable for adipogenesis and does not influence gene expression throughout differentiation.

## Results

### Insulin triggers phosphorylation of RXRα at S22 in brown pre-adipocytes and brown adipose tissue

To test whether RXRα phosphorylation on S22, detected in our phosphoproteomic study, occurs in response to insulin, we applied an antibody directed against phosphorylated-S22 RXRα (pRXRα) for protein analysis using protein lysates from brown pre-adipocytes stimulated with insulin or vehicle. Three main bands in the molecular weight range of RXRα were detected in wild type (WT) cells using the phosphospecific antibody, with the middle one corresponding to the expected molecular weight of RXRα (Figure 1(a)). Notably, the intensity of the two bands of higher molecular weight was dramatically reduced when immunoblotting with either pRXRα or total RXRα antibody in *Rxra*^−/-^ cells (Figure 1(*a*)), or following siRNA-mediated knockdown of *Rxra* in brown pre-adipocytes (Supplementary Figure 1(a)). Furthermore, the same two bands were detected following RXRα immunoprecipitation in WT cells, but not in *Rxra*^−/-^ cells, by immunoblotting with either pRXRα or total RXRα antibody (Figure 1(a)). Additionally, we confirmed the specificity of the phosphospecific antibody towards the phosphorylated form of the RXRα S22 motif using a peptide competition assay with the phosphorylated peptide used to generate the pRXRα antibody and its non-phosphorylated analog (Supplementary Figure 1(b)). Collectively, these data indicate that two bands correspond to RXRα, and, importantly, that RXRα S22 phosphorylation is increased upon insulin stimulation (Figure 1(a); Supplementary Figure 1(a, b)).

**Figure 1.**
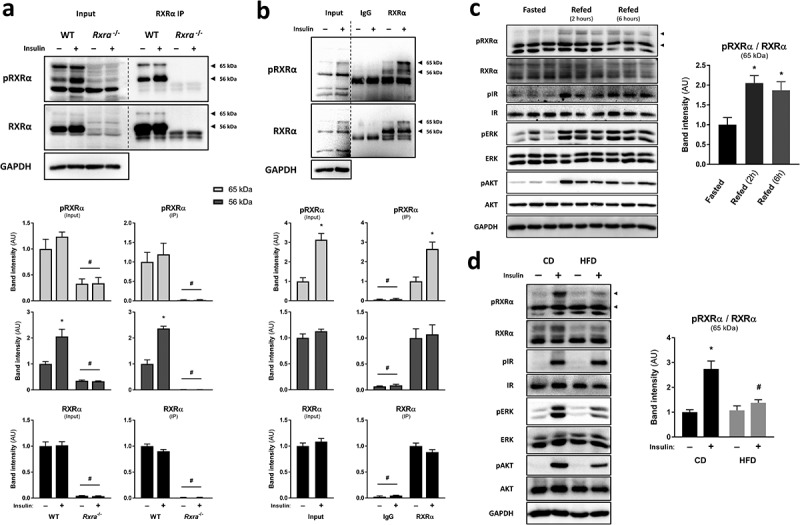
Insulin stimulates phosphorylation of RXRα at S22 *in vitro* and *in vivo*. Representative immunoblots with quantified pRXRα (56 kDa and 65 kDa, separately) and RXRα (56 kDa and 65 kDa together) band intensities in brown pre-adipocytes and mouse BAT presented as mean ± SE. Immunoprecipitation (IP) was performed using control IgG or RXRα antibody (D6H10). A different RXRα antibody (D-20) was used for immunoblotting. Lysate input or immunoprecipitated RXRα were prepared from (a) WT or *Rxra*^−/-^ brown pre-adipocytes treated with insulin or vehicle; *n* = 3; or (b) BAT from mice injected with insulin or saline; *n* = 5; two-tailed t-test or two-way ANOVA with Šídák’s multiple comparison tests. (c) BAT from mice that were fasted or refed for 2 or 6 h; *n* = 6; one-way ANOVA and Dunnett’s multiple comparison test. (d) BAT from mice that were fed with CD or HFD and were injected with insulin or saline; *n* = 5–6; two-way ANOVA and Šídák’s multiple comparison test. All phosphoprotein band intensities are normalized to the total amount of each respective protein, except in immunoprecipitation experiments where pRXRα and RXRα are quantified separately. Asterisk (*) represents a significant difference (*p* < 0.05) from vehicle-treated control cells, fasted mice or saline-injected control mice. Hash (#) represents a significant difference (*p* < 0.05) from WT cells, BAT RXRα IP or insulin-injected CD mice

Next, we sought to determine if RXRα is phosphorylated on S22 *in vivo*. BAT was taken from mice after injection with saline or insulin, and protein lysates were analysed by immunoblotting following immunoprecipitation. Interestingly, we observed increased RXRα phosphorylation on S22 in response to insulin, here at the level of the higher molecular weight (Figure 1(b)). Similarly, we observed increased S22 phosphorylation of RXRα in BAT upon 2 or 6 h of refeeding, highlighting that RXRα is phosphorylated on S22 under normal physiological conditions (Figure 1(c)). Increased phosphorylation of IR, AKT and ERK in response to feeding suggests a response to endogenous insulin (Supplementary Figure 1(c)). Furthermore, to assess the effect of obesity-associated insulin resistance on RXRα S22 phosphorylation in BAT, we measured RXRα S22 phosphorylation in BAT from either lean mice fed with control diet (CD) or diet-induced obese and hyperglycaemic mice fed a high-fat diet (HFD) for 8 weeks (Supplementary Figure 1(d)). In BAT, RXRα S22 phosphorylation in response to insulin was blunted in HFD-fed animals, as compared to CD-fed mice (Figure 1(d)). This was paralleled with lower AKT and ERK activation in the HFD-fed mice, indicative of insulin resistance in this tissue (Supplementary Figure 1(e)). Thus, RXRα S22 phosphorylation occurs in response to insulin and refeeding in BAT, and is compromised in conditions of insulin resistance.

### Insulin triggers S22 phosphorylation of RXRα via ERK activation in precursor and mature adipocytes

In order to investigate the signalling events mediating RXRα phosphorylation at S22 in response to insulin, we assessed RXRα S22 phosphorylation in brown pre-adipocytes depleted of IRS-1 and −2, the main substrates downstream of IR/IGF-1 R. We found that insulin- and IGF-1-induced RXRα S22 phosphorylation was abolished in *Irs1*^−/-^ and *Irs2*^−/-^ cells, as compared to WT brown pre-adipocytes, and this was accompanied by reduced phosphorylation of AKT and ERK (Figure 2(a); Supplementary Figure 2(a, b)). These results indicate that IRS-1 and IRS-2 are both required for maximal RXRα S22 phosphorylation, and suggest that AKT or ERK mediate this effect.

**Figure 2.**
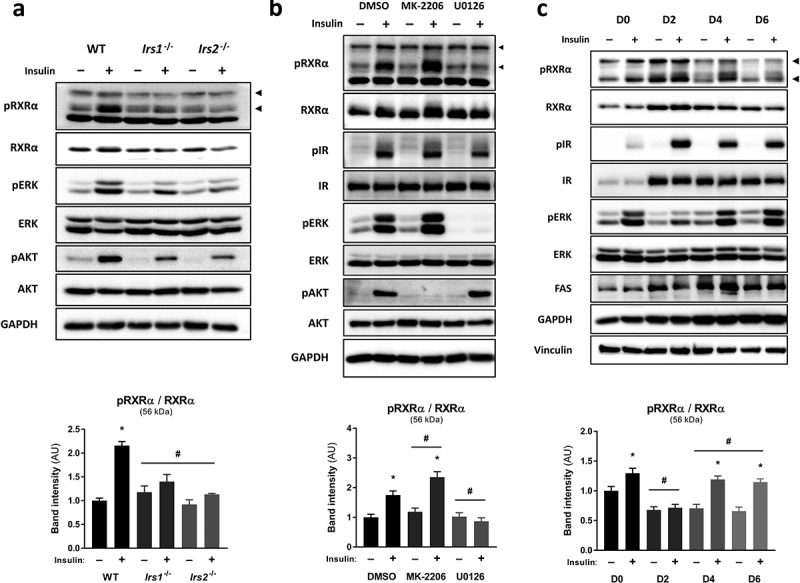
Insulin stimulates S22 phosphorylation of RXRα via ERK in precursor and mature adipocytes. Representative immunoblots with quantified pRXRα band intensities presented as mean ± SE; *n* = 3; two-way ANOVA with Šídák’s and Dunnett’s multiple comparison tests. (a) WT, *Irs1*^−/-^ or *Irs2*^−/-^ brown pre-adipocytes were treated with insulin or vehicle. (b) Brown pre-adipocytes were pre-treated with vehicle (DMSO), AKT inhibitor (MK-2206) or MEK inhibitor (U0126), and then stimulated with insulin or vehicle. (c) Brown pre-adipocytes at day 0, 2, 4 or 6 of differentiation were stimulated with insulin or vehicle. All phosphoprotein band intensities are normalized to the total amount of each respective protein. Asterisk (*) represents a significant difference (*p* < 0.05) from vehicle-treated control cells. Hash (#) represents a significant difference (*p* < 0.05) from WT cells, DMSO-treated cells or D0 cells

To investigate the potential contribution of these two major insulin-activated pathways in mediating phosphorylation of RXRα at S22, pharmacological inhibition was used to suppress the kinase activities of AKT and ERK using MK-2206 and U0126, respectively, without affecting IR activity (Supplementary Figure 2(c)). ERK inhibition in brown pre-adipocytes prevented insulin-mediated RXRα S22 phosphorylation (Figure 2(b)). In contrast, there was enhanced insulin-mediated ERK and RXRα S22 phosphorylation upon AKT inhibition (Figure 2(b); Supplementary Figure 2(c)). Thus, ERK is the main kinase involved in mediating insulin-induced RXRα S22 phosphorylation in brown pre-adipocytes.

To study how phosphorylation of RXRα on S22 is regulated throughout adipogenesis, brown pre-adipocytes were induced to differentiate and were stimulated with insulin or vehicle across differentiation at four time points (day 0, 2, 4 or 6). Increased maturation of the brown pre-adipocytes was indicated by increases in IR, FAS and GAPDH abundance (Figure 2(c)) [16]. RXRα S22 phosphorylation occurred in response to insulin at all time points except for day 2 (Figure 2(c)), and this was paralleled by a similar phosphorylation pattern of ERK (Supplementary Figure 2(d)). These results indicate that insulin mediates S22 phosphorylation of RXRα in both brown precursor and mature adipocytes, and suggests that RXRα S22 phosphorylation may play an important role during adipogenesis, and to modulate adipocyte functions.

### RXRα S22 phosphorylation is dispensable for adipogenesis

To assess the role of RXRα S22 phosphorylation in mediating insulin action, we generated cells in which phosphorylation of RXRα on S22 was prevented. This was accomplished by reconstituting *Rxra*^−/-^ brown pre-adipocytes with WT or S22A mouse *Rxra* (Figure 3(a)). While insulin induced S22 phosphorylation of RXRα in two separate *Rxra*^−/-^ clones re-expressing *Rxra*WT (Supplementary Figure 3(a)), there was no detectable S22 phosphorylation of RXRα in *Rxra*^−/-^ cells re-expressing *Rxra*SA in response to insulin (Supplementary Figure 3(b)) or adipogenic induction (Figure 3(b); Supplementary Figure 3(c)), despite comparable abundance of RXRα protein. Given the adipogenic action of insulin and the role of RXRα in adipogenesis through dimerization with the master regulator PPARγ, we next compared the ability of these brown pre-adipocyte cell lines to differentiate. The adipogenic potential of each cell line was assessed by comparing expression of different markers of differentiation, such as protein levels of FAS, IR, GLUT4 and GAPDH (Figure 3(b)) and expression of *Fasn, Fabp4, Slc2a4, Pparg2, Adipoq, Cebpa, G0s2* and *Ndufb3* mRNA (Figure 3(c)). As expected, these classic adipogenic markers were more abundant (*p* < 0.05; overall effect of days using two-way ANOVA) in fully differentiated adipocytes (day 6) than at the pre-adipocyte stage (day 0). At day 6, there was a lower expression of adipogenic markers in the *Rxra*^−/-^ cells compared with WT controls, indicative of a defect in adipogenesis. Upon re-introduction of *Rxra*WT in *Rxra*^−/-^ cells, the expression of these markers increased to reach levels close to those of WT cells, indicating that exogenously delivered RXRα was able to restore the adipogenic capacity of *Rxra*^−/-^ cells. Remarkably, re-expression of *Rxra*SA resulted in restored expression of adipogenic genes to a similar level as in cells re-expressing *Rxra*WT. Consistent with this, lipid staining of differentiated brown adipocytes at day 6 was lower in *Rxra*^−/-^ cells and partially rescued in cells re-expressing *Rxra*WT, with equal lipid accumulation in *Rxra*WT and *Rxra*SA (Figure 3(d)). Collectively, these data indicate that RXRα WT and SA are equally capable of rescuing adipogenesis in *Rxra*^−/-^ cells.

**Figure 3.**
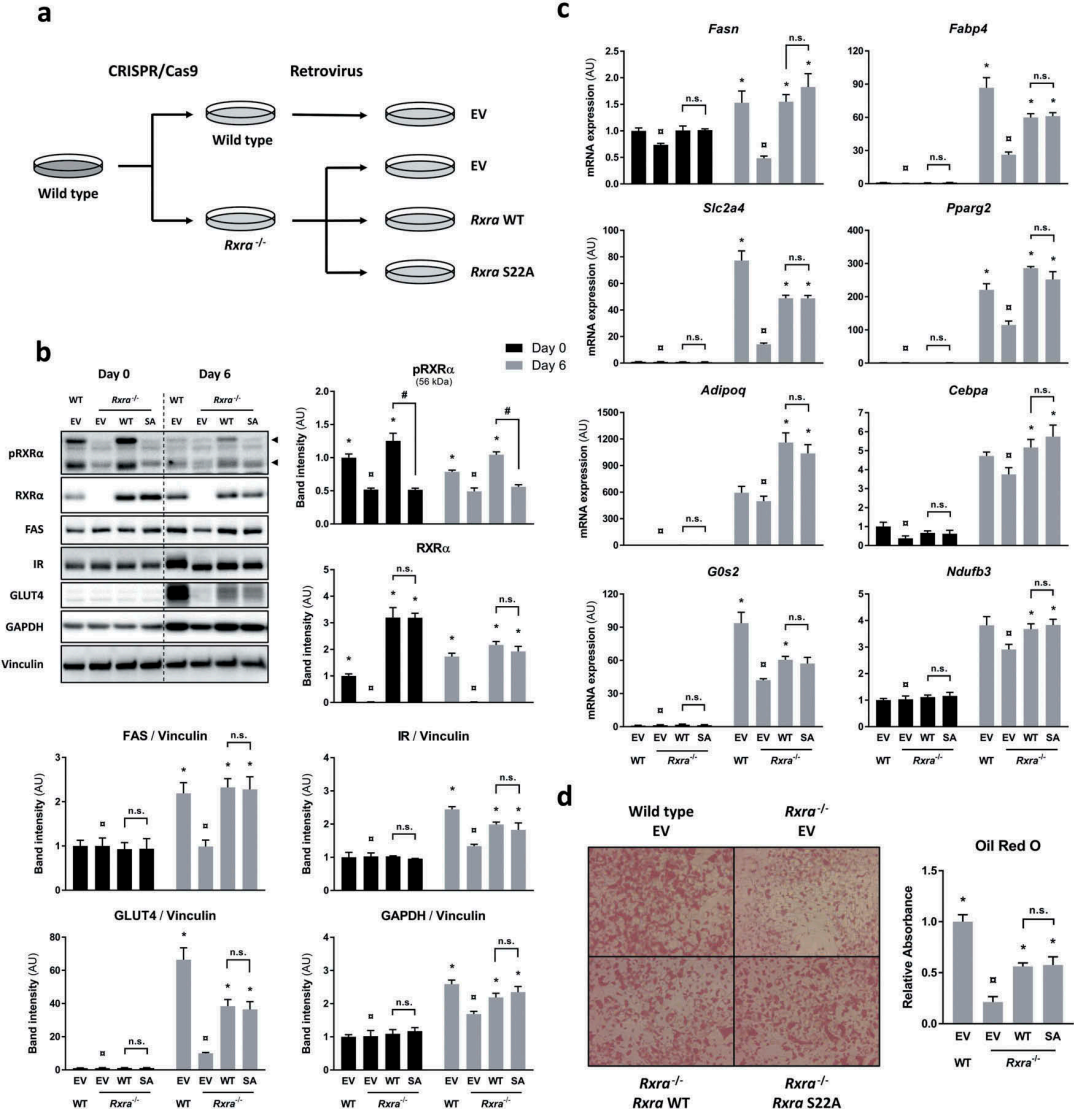
Adipocyte maturation occurs independently of RXRα phosphorylation at S22. (a) WT brown pre-adipocytes were transfected with EV, and *Rxra*^−/-^ cells were transfected with EV, *Rxra*WT or *Rxra*SA. (b) Immunoblots with quantified band intensities at day 0 or day 6 of differentiation; *n* = 4; two-way ANOVA and Tukey’s multiple comparison test. All protein band intensities are normalized to vinculin, except for pRXRα and RXRα, which are quantified separately. (c) Gene expression analysis by RT-qPCR showing mRNA levels of adipogenic markers at day 0 or day 6 of differentiation; *n* = 4; two-way ANOVA and Tukey’s multiple comparison test. (d) Lipid staining with Oil Red O at day 6 of differentiation; *n* = 3; one-way ANOVA and Tukey’s multiple comparison test. The presented values are mean ± SE. Asterisk (*) represents a significant difference (*p* < 0.05) from sample indicated with the scarab (¤) sign. Other comparisons are indicated with a hash (#) representing statistical significance (*p* < 0.05) and n.s. as an abbreviation for non-significance (*p* > 0.05)

### RXRα S22 phosphorylation does not affect gene expression during adipogenesis

We then hypothesized that RXRα S22 phosphorylation may play a role in the transcriptional control of differentiating adipocytes. 

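RNA sequencing data were available for 36 libraries from brown pre-adipocyte lines derived from 2 *Rxra*-/- clones, which carry the numbers 48 and 66 in the sample labels. In these clones *Rxra* was disrupted by Cas9, and a retrovirus then supplied wild-type RXRα (*Rxra*WT) or RXRα with alanine at residue 22 (*Rxra*SA). Each clone, genotype and day (0, 2 or 6) was represented by 3 replicates, so that every genotype had 6 libraries per day. All libraries of clone 48 were sequenced in pool 1 and all libraries of clone 66 in pool 2, and differences between clones therefore cannot be separated from differences between pools. The authors prepared stranded total RNA libraries, aligned the paired-end reads to GRCm38 with STAR and counted read pairs on the exons of each GENCODE M21 gene with featureCounts. They deposited these counts without normalization. The counting settings given in the labels did not use the strand, so read pairs of overlapping or antisense genes are uncertain. Each library listed 55536 genes, and 36853 of them had at least 1 count in total. In *Rxra*WT libraries the total count ranged from 14271881 to 24349263 (median 18018759) at day 0, from 15764011 to 20446998 (median 18229168) at day 2 and from 15683839 to 19661452 (median 18560166) at day 6. In *Rxra*SA libraries it ranged from 11351078 to 21674770 (median 17931961), from 15664658 to 21388687 (median 19170954) and from 16186110 to 24198110 (median 19134369) on the same days. Counts were normalized with edgeR's TMM method, and 16723 genes passed its filterByExpr function with default settings. Group differences were tested with edgeR's quasi-likelihood test in a model that held a term for each genotype and day and a term for the clone, the model given in the paper's methods. P-values were adjusted by the Benjamini-Hochberg method.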

Two different *Rxra*^−/-^ clones, each re-expressing *Rxra*WT or *Rxra*SA, were induced to differentiate, and high-throughput RNA sequencing was performed to compare the transcriptomic profiles at 0, 2 or 6 days following induction of differentiation. 

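Distances between libraries were calculated as leading log2 fold changes, the root mean square of the 500 largest log2 fold changes of each pair, from normalized log2 CPM with a prior count of 2. The first dimension of a multidimensional scaling of the 36 libraries held 49.2% of the variance and the second 22.9%. Libraries of different days lay 4.95 ± 0.546 apart (SD, 432 pairs), and the closest such pair was 3.95 apart. The farthest pair from the same day, which came from different clones, was 3.45 apart, a ratio of 1.14. The ratio moved most when the same 500 genes were used for all pairs, to 1.43, and it stayed between 1.15 and 1.30 when each replicate number of a clone was left out in turn. Between days 0 and 2, 12259 of the tested genes (73.3%) had an adjusted p-value under 0.05 with both genotypes averaged, 5989 of them higher and 6270 lower at day 2. Between days 0 and 6 there were 11424 such genes (68.3%), with 5505 higher and 5919 lower at day 6, and between days 2 and 6 there were 10366 (62%), with 5328 higher and 5038 lower. With the replicate block (each replicate number of a clone) in place of the clone, the numbers were 12980, 12192 and 11313. The split depended on the scaling. With library size alone in place of TMM, the median log2 fold change of all genes moved by -0.26 between days 0 and 2 and by -0.19 between days 0 and 6, and 33.6% and 34.9% of the genes called were higher on the later day, against 48.9% and 48.2% with TMM. Among genes with an average log2 CPM of at least 5, *Plin1* rose most between days 0 and 2 after *Ffar2*, with a log2 fold change of 10.58 (standard error 0.195, adjusted p = 4.95e-31), followed by *Lcn2* with 10.29 (standard error 0.374, adjusted p = 9.22e-23). *Ffar2* had at most 2 counts in any library at day 0 and was at least 232-fold higher at day 2. The largest decreases on these days were those of *Ogn* (-7.85), *Acta2* (-7.71) and *Sfrp2* (-7.18). Between days 0 and 6, *Dapk1*, *Lama4* and *Mfng*, each with at most 2 counts in any library at day 0, were at least 804-fold, 527-fold and 591-fold higher. *Grem1* (-7.65), *Acta2* (-6.43) and *Sfrp2* (-6.24) fell most over that interval. Between days 2 and 6, *Apoc1* (10.68), *Sncg* (8.46) and *Dapk1* (8.12) rose most, and *Lcn2* (-6.36) and *Map7d2* (-5.93) fell most on the log2 scale.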

Multidimensional scaling (MDS) revealed a clear separation between the three time points (Figure 4(a)). Strikingly, the transcriptomes of the cells re-expressing either *Rxra*WT or *Rxra*SA were indistinguishable at each day of the differentiation process. Furthermore, there was no significant statistical difference in RNA levels of any genes between the cells re-expressing *Rxra*WT or *Rxra*SA, with transcript counts approximately equal for every gene in the two cell populations at all three time points (Figure 4(b)). 

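Within each clone and day, libraries of different genotypes were not detectably farther apart than libraries of the same genotype. The mean distance between genotypes was 1.6 at day 0, 1.7 at day 2 and 1.58 at day 6, and the mean distance within genotypes was 1.68, 1.82 and 1.71. The differences of -0.081, -0.13 and -0.13 were compared with all 400 assignments of the genotypes within clones (exact permutation test, one-sided), with p = 0.82, 0.87 and 0.89, or 0.89 on every day after Benjamini-Hochberg adjustment. Because same-numbered libraries lay closest and always differ in genotype, this comparison leans towards no difference. The pairs of different replicate number were therefore compared separately, a test chosen after the pairing had been seen. Their mean distance between genotypes exceeded that within genotypes by 0.026 at day 0, 0.013 at day 2 and 0.0059 at day 6. Of the 16 splits that exchange the genotypes within same-numbered pairs, 8, 3 and 5 gave a difference as large, the real one included (exact permutation test, one-sided, p = 0.500, 0.188 and 0.313, adjusted p = 0.500, 0.469 and 0.469). The smallest p-value that 16 splits allow is 0.0625, so this test cannot reach 0.05. The replicate number paired the libraries. A *Rxra*WT and a *Rxra*SA library of the same clone, day and replicate number lay 1.37 ± 0.188 apart (SD, 18 pairs), less than libraries of different genotype and number (1.75 ± 0.304, 36 pairs) and libraries of the same genotype (1.74 ± 0.284, 36 pairs). Deviations from the mean of each clone, genotype and day gave this pairing in most cases. Across 9381 genes with a mean log2 CPM above 3, the deviations of same-numbered libraries had a mean correlation of 0.71 (from 0.176 to 0.930 over the 18 pairs), with means of 0.472 at day 0, 0.846 at day 2 and 0.811 at day 6. There were exceptions. In clone 66 at day 0, replicate 2 of *Rxra*SA had a higher correlation with replicate 3 of *Rxra*WT (0.541) than with replicate 2 (0.236), and in clone 48 at day 6, replicate 2 of *Rxra*WT had a higher correlation with replicate 1 of *Rxra*SA (0.488) than with replicate 2 (0.471). These correlations are across genes, which are not independent replicates. Libraries of different clones on the same day lay 2.80 ± 0.183 apart (108 pairs).

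**Figure D1:**
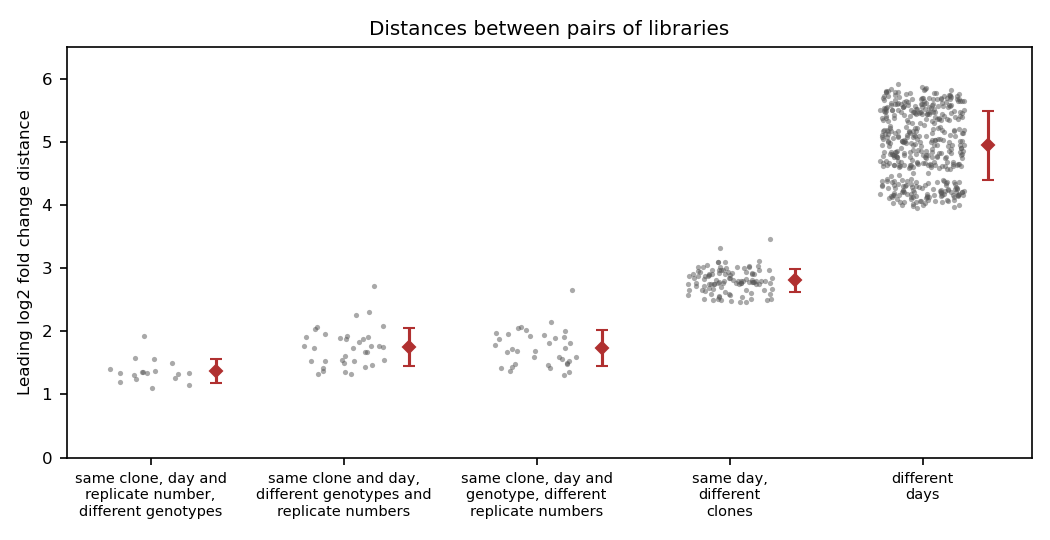
Leading log2 fold change distance (vertical axis) for each pair of the 36 libraries, grouped by what the pair has in common. Grey points are pairs, and red diamonds with bars are the mean and SD; pairs of same-numbered *Rxra*WT and *Rxra*SA libraries have the smallest mean, 1.37.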

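*Rxra* itself (ENSMUSG00000015846.14, chromosome 2 of GRCm38, 27676440 to 27762957) was counted between 1851 and 11489 times per library. These gene counts do not separate transcripts of the endogenous locus from those of the introduced cDNA. *Rxra* CPM, scaled by TMM, was 166 ± 45 (SD, n = 6) in *Rxra*WT and 157 ± 37.6 in *Rxra*SA cells at day 0, 549 ± 114 and 535 ± 73.4 at day 2, and 244 ± 55.5 and 248 ± 57.0 at day 6. Its log2 fold changes were -0.069, -0.028 and 0.035 (standard errors 0.156, 0.155 and 0.155, adjusted p = 1 on each day). Of all genes tested, 0 had an adjusted p-value under 0.05 between *Rxra*SA and *Rxra*WT cells at day 0, 2 or 6, and 139, 162 and 125 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 1 on each day. The median absolute log2 fold change was 0.088, 0.069 and 0.061, against a median standard error of 0.185, 0.190 and 0.186. Counts were simulated with culture effects shared by same-numbered libraries and with genes changed at day 0 alone. In these simulated counts the test called 74 of 100 genes changed 2-fold and 32 of 100 changed 1.5-fold. It also called 1 of 16523 unchanged genes.

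With the replicate block in place of the clone, 0 genes passed on each day, and 263, 206 and 172 genes had an unadjusted p-value under 0.05. With clone-specific effects together with the replicate block, 482 genes had an unadjusted p-value under 0.05 at day 0 and 1 gene passed. This gene was *Gm25732* (adjusted p = 1.96e-05), which was higher in the *Rxra*SA library of 4 of the 6 pairs. Of these pairs, replicate 1 of clone 48 had 163 CPM in the *Rxra*SA library. The others had 0.895 CPM in clone 48 and 0.0524 and 0.0461 CPM in clone 66, each against 0 CPM in *Rxra*WT. *Gm25732* had no counts in *Rxra*WT cells of clone 48 at day 0, so its fold change is not determined. Its adjusted p-value over all settings ranged from 1.96e-05 to 1. A separate block for each pair within each day was added after the pairing had been seen. It gave 704, 692 and 477 genes with an unadjusted p-value under 0.05 and called 0 genes at days 0 and 6 and 1 gene at day 2, *Chn1*, with a log2 fold change of -0.74 (standard error 0.0942, adjusted p = 0.00172) and lower values in the *Rxra*SA library of 6 of the 6 pairs. In the same simulated counts this block called 86 of 100 genes changed 2-fold, 59 of 100 changed 1.5-fold and 6 of 16523 unchanged genes. In the model without the block the log2 fold change of *Chn1* was -0.78 (standard error 0.307), and its adjusted p-value over all settings ranged from 0.00172 to 1.

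In untransformed mean CPM, 13729, 12744 and 13389 genes reached 1 CPM in either genotype at days 0, 2 and 6, and 99.7%, 99.9% and 99.9% of them differed by less than 1.5-fold between genotypes. The correlation of log2 mean CPM across these genes, which are not independent replicates, was 0.998, 0.999 and 0.999. A difference of 2-fold or more was found for 8 genes at day 0, all higher in *Rxra*SA cells, 3 genes at day 2, all lower, and 0 genes at day 6. At day 0, 6 genes with a mean CPM of at least 10 differed 3-fold or more. *Lars2* (chromosome 9, 123366927 to 123462666) had a mean CPM of 342 ± 790 (SD, n = 6) in *Rxra*WT and 5439 ± 12331 in *Rxra*SA cells, a ratio of 15.9. The ratio was 15.7 for *Gm25732* (chromosome 4, 139338206 to 139338265), 14.4 for *Gm15564*, an antisense gene whose count is uncertain without strand, 13.5 for *Mir6236*, 9.37 for the ribosomal RNA gene *CT010467.1* (chromosome 17, 39846353 to 39848827) and 5.40 for *Gm23935*. For each of the 6 genes the highest CPM was that of replicate 1 of clone 48 re-expressing *Rxra*SA, the library with the lowest total count, and without it the ratios lay between 0.962 and 1.25. For *Lars2*, *Gm25732*, *Gm15564* and *Mir6236* the means that remain were mostly set by replicate 1 of clone 66, which was high in both genotypes. Other libraries of clone 48 also differed. In its replicate 2, *Lars2* had 24.0 CPM in *Rxra*WT and 268 CPM in *Rxra*SA cells, and *Gm15564* had 1.26 and 21.3 CPM. *Lars2*, *Gm15564*, *Mir6236* and *CT010467.1* were higher in the *Rxra*SA library of 3 of the 3 pairs of clone 48. In clone 66, *Lars2* was lower in 3 of the 3 pairs and *Gm15564*, *Mir6236* and *CT010467.1* were lower in 2 of the 3. Some of these differences were very small. *Lars2* in clone 66 had 1955 and 1735, 14.9 and 14.5, and 33.8 and 33.0 CPM in *Rxra*WT and *Rxra*SA cells. In replicate 3 of clone 48, *Gm15564* had 0.110 and 0.222 CPM and *Mir6236* had 0.220 and 0.611 CPM. The median CPM of the 6 libraries, in *Rxra*WT and *Rxra*SA cells, was 19.4 and 151 for *Lars2*, 0.695 and 11.7 for *Gm15564*, 0.250 and 1.3 for *Mir6236*, 63.1 and 153 for *CT010467.1* and 34.0 and 49.8 for *Gm23935*.

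**Figure D2:**
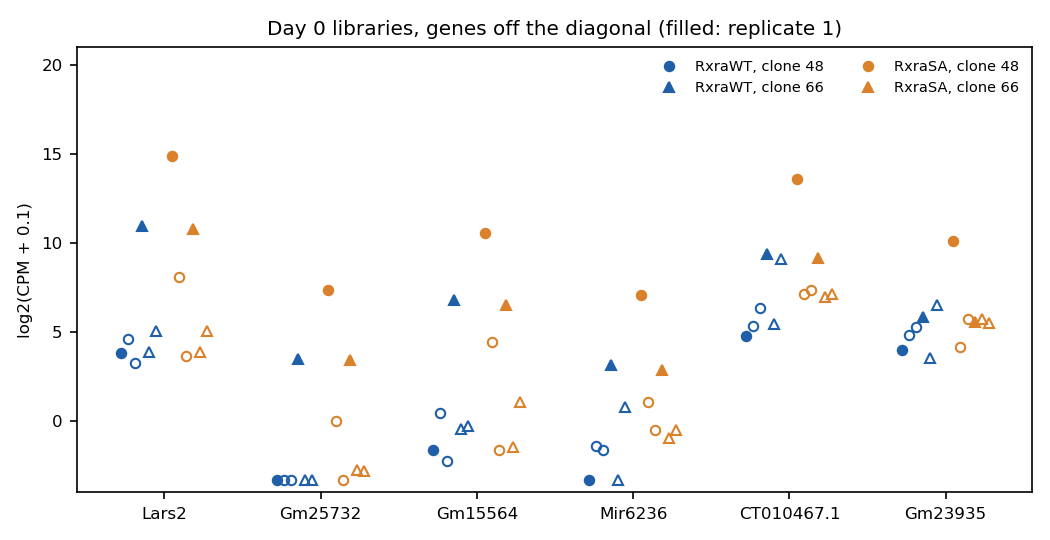
Each day 0 library's log2(CPM + 0.1) (vertical axis) for the 6 genes that differ 3-fold or more in mean CPM, in *Rxra*WT (blue) and *Rxra*SA cells (orange) of clone 48 (circles) and clone 66 (triangles). Filled symbols are replicate 1; the *Rxra*SA library of clone 48 replicate 1 is the highest for each gene, with 30572.5 CPM for *Lars2*.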

Performing the data analysis for each *Rxra*^−/-^ clone separately did not further reveal any significant difference at any time point. 

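Each clone was fitted alone with its 18 libraries, 3 for each genotype and day. Within a clone each genotype is a single transduced line. The p-values of these fits therefore measure the spread between libraries of a line, and genotype cannot be separated from line. In clone 48, 0 of 16563 genes had an adjusted p-value under 0.05 between *Rxra*SA and *Rxra*WT cells on any day, and 352, 180 and 175 genes had an unadjusted p-value under 0.05 at days 0, 2 and 6. In clone 66, 0 of 16796 genes passed on any day, and 126, 182 and 155 had an unadjusted p-value under 0.05. The gene closest to the threshold was *Gm10801* in clone 66 at day 2, with a log2 fold change of 2.53 (standard error 0.425, adjusted p = 0.292). It had higher values in the *Rxra*SA library of 3 of the 3 pairs, but only 3 to 29 counts per library. In clone 48 the smallest adjusted p-value was that of *Car3* at day 2, which had a log2 fold change of -1.44 (standard error 0.264, adjusted p = 0.884) and was lower in the *Rxra*SA library of 3 of the 3 pairs. With the replicate number as a block, *Car3* at day 2 passed with a log2 fold change of -1.41 (standard error 0.173, adjusted p = 0.0167), and *Gm25732* at day 0 passed with an adjusted p-value of 0.000242, in a range from 7.98e-06 to 1 over 11 settings. *Gm25732* had 0 counts in the *Rxra*WT libraries of clone 48 at day 0 and was at least 299.8-fold higher in the *Rxra*SA libraries, through replicate 1. At an unadjusted p-value under 0.05 the block fits gave 1884, 255 and 323 genes in clone 48 and 207, 259 and 268 in clone 66. *Car3* also passed in DESeq2's Wald test, with an adjusted p-value of 0.0281. Its adjusted p-value lay between 0.000788 and 1 over 13 settings and was under 0.05 in 4 of them. Without a filter on low counts, 7 genes passed at day 0 and 2 genes at day 2 in clone 48, and 1 gene at day 2 in clone 66. A block for each pair within each day, added after the data had been seen, called 2 genes at day 0 in clone 66. They were *Enpp2* (log2 fold change -0.91, adjusted p = 0.0142) and *Agt* (-0.73, adjusted p = 0.0171). At day 2 it called *Enpp2* (-0.72, adjusted p = 0.0367). In clone 48 it called *Gm25732* at day 0 and *Car3* at day 2. In the simulated counts with shared culture effects, changed at day 0 alone, 34 of 100 genes changed 2-fold were called in clone 48. In clone 66 it was 38 of 100, and of genes changed 1.5-fold 6 of 100 and 2 of 100 were called. The simulated spread came from the fit of both clones together, so these numbers do not give the power of each clone's own fit.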

There was little overlap between the two *Rxra*^−/-^ clones for the genes approaching significance for differential expression, illustrating that they are unlikely to be caused by S22A mutation (Supplementary Figure 4(a, b)). 

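Among 16056 genes tested in both clones, 4 genes at day 0, 8 at day 2 and 3 at day 6 had an unadjusted p-value under 0.05 between *Rxra*SA and *Rxra*WT cells in both clones. Chance predicts 2.18, 1.51 and 1.30 shared genes. By Fisher's exact test (two-sided), p was 0.174, 0.000136 and 0.142, or 0.174, 0.000272 and 0.174 after Benjamini-Hochberg adjustment over the 4 comparisons. The odds ratio at day 2 was 5.79. With a gene counted on any day, 30 genes were shared against 13.9 predicted by chance (Fisher's exact test, p = 7.36e-05, adjusted p = 0.000272, odds ratio 2.33). The direction was the same in both clones for 0 of the 4 genes at day 0, 6 of the 8 at day 2, 1 of the 3 at day 6 and 17 of the 30 on any day. None of these genes had an adjusted p-value under 0.05 in either clone. Genes are not independent replicates, and Fisher's exact test treats them as if they were. The overlaps were also compared with 16 splits that exchange the genotypes within same-numbered pairs. As many genes were shared in 8, 1 and 5 splits at days 0, 2 and 6 and in 4 on any day, the real one included. The median over splits on any day was 20.5. As 16 splits cannot give a share under 0.05, these overlaps cannot be told apart from a random exchange within pairs. With the replicate number as a block in each clone the shared genes were 18, 13 and 14, and 109 on any day, where chance predicts 20.8, 3.237, 4.55 and 86.8 (Fisher's exact test, p = 0.639, 2.34e-05, 0.000202 and 0.011, adjusted p = 0.639, 9.38e-05, 0.000405 and 0.0146). A block for each pair of same-numbered libraries within each day moved these numbers most, to 78, 29, 52 and 365, where chance predicts 82.9, 20.6, 32.9 and 392 (Fisher's exact test, p = 0.569, 0.065, 0.00129 and 0.0943, adjusted p = 0.569, 0.126, 0.00516 and 0.126). By Fisher's exact test the overlap was thus above chance at days 2 and 6 and on any day with the replicate block. With the block within each day it was above chance at day 6 alone. At day 0 it was below the number predicted by chance with either block. The direction was the same in both clones for 3 of the 18, 7 of the 13 and 2 of the 14 genes with the replicate block, and for 4 of the 78, 13 of the 29 and 8 of the 52 with the block within each day. *Nnmt* was shared at days 0 and 2 with opposite directions. Its log2 fold change at day 0 was 1.27 (standard error 0.293) in clone 48 and -0.96 (standard error 0.348) in clone 66.

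**Figure D3:**
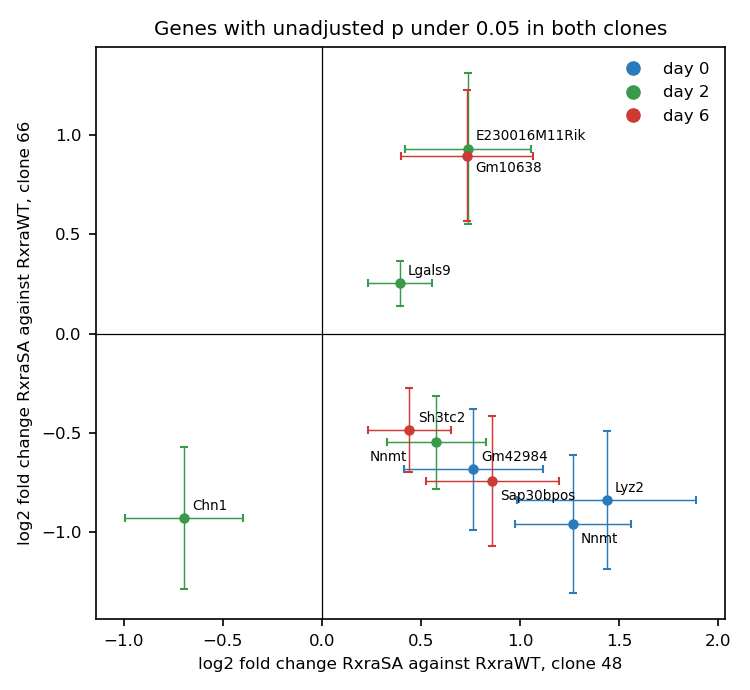
Log2 fold change between *Rxra*SA and *Rxra*WT cells in clone 48 (horizontal axis) and clone 66 (vertical axis) for genes with an unadjusted p-value under 0.05 in both clones on the same day, with standard errors as bars and the day as colour. Genes with at most 3 counts in every library of a genotype in either clone are left out; the 4 genes in the upper right and lower left changed in the same direction.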

Collectively, our data indicate that RXRα S22 phosphorylation does not impact transcriptional regulation in brown adipocytes during adipogenesis *in vitro*.

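In the model without a block the change over time did not differ detectably between genotypes. The interaction of genotype and time was under an adjusted p-value of 0.05 for 0 genes between days 0 and 2, 0 and 6, or 2 and 6, and 144, 128 and 153 genes had an unadjusted p-value under 0.05. With the replicate block these numbers were 215, 185 and 190, and 0 genes passed. Clone-specific effects together with the replicate block called *Gm25732* for the interaction between days 0 and 6. The difference between the effects in clone 48 and clone 66 was under an adjusted p-value of 0.05 for 0 genes at each day, and 283, 214 and 200 genes had an unadjusted p-value under 0.05. With the replicate block 3 genes passed at day 0, *Gm25732*, *Nnmt* and *Tmem98*, and 0 at days 2 and 6, where 299 and 469 genes had an unadjusted p-value under 0.05. Without a filter on low counts 5 genes passed at day 0 (*Nnmt*, *Mir6236*, *Lars2*, *Gm15564* and *CT010467.1*). The block within each day called *Gm25732*, *Nnmt*, *Tmem98* and *Enpp2* at day 0, *Cdo1* at day 2 and *Car3*, *Gm25732* and *Enpp2* at day 6. The 8 adipogenic marker genes assayed by qPCR in the paper were *Fasn*, *Fabp4*, *Slc2a4*, *Pparg*, *Adipoq*, *Cebpa*, *G0s2* and *Ndufb3*. The paper's assay was for *Pparg2*, which the counts of the whole *Pparg* gene do not separate. The markers' log2 fold changes between *Rxra*SA and *Rxra*WT cells were at most 0.24 in size at day 0 (*G0s2*). They were at most 0.25 at day 2 (*Fasn*, lower) and 0.080 at day 6 (*Fasn*, higher). Their standard errors lay between 0.112 and 0.548. Adjusted over all genes every p-value was 1, and adjusted over the 8 markers alone the smallest was 0.933, 0.962 and 0.997. With the replicate block the smallest adjusted p-value of a marker was 1 on each day. The mean log2 fold change of the 8 markers at day 2 was -0.071. It was the largest in size of 32 splits that exchange the genotypes within same-numbered pairs. At days 0 and 6, 29 and 30 of the 32 splits gave a mean as large. The gene set test of the markers (limma's camera) did not pass at day 2 (adjusted p = 0.437). *Ucp1* had at most 5 counts in any library and was not tested. From its data considered collectively, the paper proposes that phosphorylation of RXRα at S22 leaves transcriptional regulation unchanged while brown adipocytes differentiate *in vitro*.

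**Figure D4:**
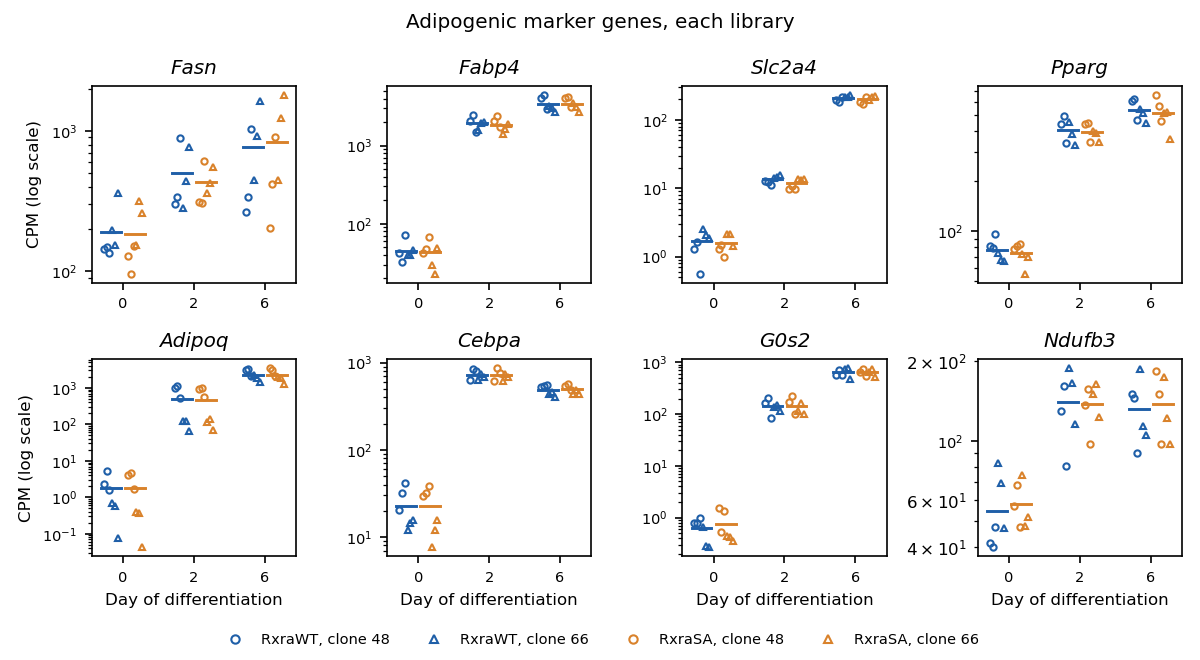
CPM (log scale, scaled by TMM) of the 8 adipogenic marker genes in each library at days 0, 2 and 6, for *Rxra*WT (blue) and *Rxra*SA cells (orange) of clone 48 (circles) and clone 66 (triangles). Lines are means of 6 libraries; the largest difference of the fitted log2 values between genotypes is 0.25, for *Fasn* at day 2.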

**Figure 4.**
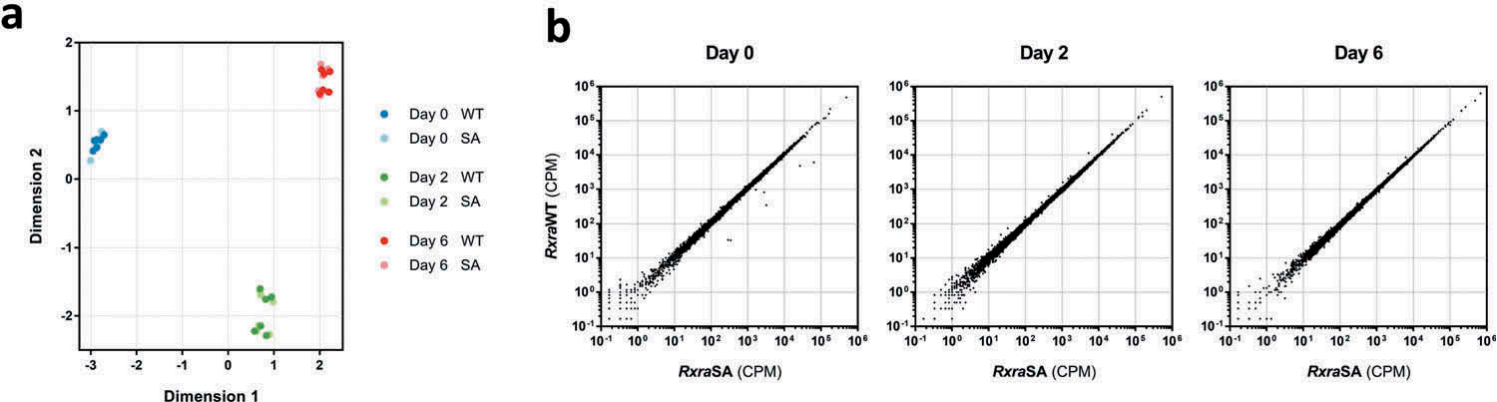
RXRα phosphorylation at S22 is not involved in the regulation of gene expression during brown adipocyte differentiation. Two different *Rxra*^−/-^ brown pre-adipocyte clones re-expressing *Rxra*WT or *Rxra*SA were differentiated to day 0, 2 or 6, followed by high-throughput RNA sequencing; *n* = 3 for each cell line. (a) Similarities in gene expression profiles between the four different lines, and across differentiation, are visualized using MDS. (b) Scatter plots illustrating transcript counts per million (CPM) at each time point

## Discussion

Brown adipocytes are important for the regulation of metabolic homoeostasis, and further insight into the signalling events controlling thermogenic adipocyte differentiation and function is essential for understanding and treating metabolic disorders. During adipogenesis, external adipogenic signals activate a cascade of transcription factors that are critical for differentiation. These transcription factors include the two nuclear hormone receptors PPARγ and RXRα that heterodimerize and regulate transcription of various genes involved in adipogenesis, as well as lipid and glucose metabolism [17]. Our study sought to uncover a role of insulin-stimulated RXRα phosphorylation at S22 in brown adipocytes.

Using a newly generated antibody specifically raised against the phosphorylated form of RXRα, we show that RXRα phosphorylation on S22 occurs in brown precursor and mature adipocytes in response to insulin or IGF-1. This is consistent with phosphoproteomic studies that detected the S22 phosphorylation in WT-1 brown pre-adipocytes in response to IGF-1 [4], and in mature 3T3-L1 adipocytes in response to insulin [10]. In the present study, we additionally show that S22 phosphorylation of RXRα occurs in BAT, indicating its physiological relevance. Moreover, our data indicate that this phosphorylation is dysregulated with insulin resistance, revealing a potential role in pathophysiological situations. Interestingly, insulin-induced RXRα S22 phosphorylation *in vivo* was detected by immunoblotting as a band of higher molecular weight than in cultured cells. It was previously reported that hyperphosphorylation of RXRα at four residues (distinct from S22) causes an upward shift in electrophoretic mobility [18], which is characteristic of proline-directed sites such as these four phosphorylation sites. This suggests that insulin induces RXRα phosphorylation on S22 in a non-hyperphosphorylated state *in vitro*, while S22 phosphorylation *in vivo* occurs in conjunction with hyperphosphorylation. Our pharmacological inhibition results indicate that ERK is necessary for insulin-induced phosphorylation of RXRα at S22. As this site matches the consensus sequence for proline-directed kinases such as mitogen-activated protein kinases (MAPKs), this further suggests that ERK itself may catalyse the S22 phosphorylation reaction. Interestingly, a missense single nucleotide polymorphism (SNP) in the *RXRA* gene (rs55836231) [19] is predicted to cause a loss-of-phosphorylation at S21 (the corresponding phosphorylation site in humans) [20] by disrupting the phosphorylation motif.

As both insulin action and ERK activation promote adipogenesis [21], insulin-stimulated S22 phosphorylation of RXRα by ERK is suggestive of a role for RXRα S22 phosphorylation in adipocyte differentiation. Furthermore, RXRα is the heterodimerization partner of PPARγ in adipose cells, constituting a master transcriptional complex coordinating adipocyte differentiation. Confirming a role for RXRα in brown adipocyte differentiation, our newly generated *Rxra*^−/-^ cells exhibit impaired differentiation compared with WT cells. This is consistent with a previous study reporting that adipocyte-specific knockout of *Rxra* results in poor adipocyte differentiation [15]. Re-introduction of WT RXRα into *Rxra*^−/-^ cells largely restored adipogenesis. However, re-expressing *Rxra* with an S22A mutation resulted in similar lipid content and gene expression pattern as when re-expressing *Rxra*WT. This indicates that RXRα S22 phosphorylation is dispensable for the differentiation of brown pre-adipocytes into mature adipocytes and does not influence gene expression during adipogenesis. PPARγ itself is phosphorylated by MAPKs in the AF-1 transactivation domain in 3T3-L1 cells which reduces ligand-dependent transcriptional activity [22] and inhibits adipogenic activity [23]. Conversely, our data indicate that RXRα S22 phosphorylation in the AF-1 domain does not affect RXRα:PPARγ heterodimer function in adipocyte transcriptional control. 

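The effect of the S22A substitution on genes regulated by the RXRα:PPARγ heterodimer was examined in a set of 26 target genes chosen before the counts were read, of which 25 were tested. Their mean log2 fold change between *Rxra*SA and *Rxra*WT cells was -0.090 at day 0, -0.0090 at day 2 and -0.014 at day 6. In a competitive gene set test (limma's camera, with an inter-gene correlation of 0.01), the p-values were 0.194, 0.546 and 0.498, or 0.437, 0.819 and 0.819 after adjustment over 9 tests. Higher values in *Rxra*SA cells were found for 8, 10 and 9 of the 25 genes. Single genes ranged from -0.59 (*Plin1*) to 0.24 (*G0s2*) at day 0, from -0.29 (*Aqp7*) to 0.58 (*Pck1*) at day 2 and from -0.23 (*Aqp7*) to 0.42 (*Cidea*) at day 6. With the replicate block the set's mean was -0.0996, 0.00279 and -0.015, with adjusted p-values of 0.580, 0.950 and 0.759. The other retinoid X receptor genes did not differ detectably either. *Rxrb* CPM at day 6 was 71.8 ± 12.0 (SD, n = 6) in *Rxra*WT and 73.7 ± 9.28 in *Rxra*SA cells (log2 fold change 0.042, standard error 0.0961, adjusted p = 1 from edgeR's quasi-likelihood test). *Rxrg* had 0 counts at day 0 and at most 72 counts in any library at day 6.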

In *Ras*-transformed keratinocytes, phosphorylation of human RXRα at S260 affects its cellular localization and its binding to chromatin and to the vitamin D receptor (VDR) [24]. Like S22, phosphorylation at this site occurs via MAPK [25]. This raises the possibility that S22 phosphorylation may play a role in modulating RXRα function by altering, e.g, localization or partnering of RXRα, or its transcriptional activity. Phosphorylation of RXRα at S22 has previously been shown to affect the expression of retinoic acid-responsive genes in F9 embryocarcinoma cells [7]. This role for RXRα S22 phosphorylation in transcriptional regulation was observed in response to retinoic acid, suggesting that RXRα S22 phosphorylation modulates RXRα activity only in the presence of its ligand. Alternatively, because RXRα is phosphorylated on multiple sites, it is possible that a potential outcome of S22 phosphorylation in regulating RXRα function might require phosphorylation on other residues. Our results revealed that insulin-mediated phosphorylation of S22 in BAT is associated with hyperphosphorylation, which could indicate that S22 phosphorylation operates differently *in vivo*, where it may potentially interact with other phosphorylation events. In addition, the dampening of insulin-induced S22 phosphorylation observed in BAT from HFD-fed mice could indicate a potential role in the pathogenesis of insulin resistance. Similarly, dysregulation of gene expression upon phosphorylation of PPARγ on S273 by cyclin-dependent kinase 5 (CDK5) is particularly apparent in the context of obesity [26].

In conclusion, our findings reveal that RXRα is phosphorylated on S22 in BAT and in cultured brown adipocytes in response to insulin. We show that S22 phosphorylation is dispensable for the regulation of transcription during adipogenesis in brown adipocytes. Yet, whether RXRα S22 phosphorylation affects RXRα function and the regulation of metabolic processes *in vivo* remains to be determined, in particular in obese conditions.

## Materials and methods

### Animal housing and diet

All mice were housed at 22°C under daily 12 h light/dark cycles. Ten 9–11-week-old male C57BL/6 J mice were fasted for 4 h and anaesthetized, followed by retro-orbital injection of 1 unit insulin/saline for 5 min (5 mice per group). For the fasting/refeeding challenge, 9-week old male mice were fasted overnight, refed for either 2 or 6 h (6 mice per group), and euthanized [27]. For the high-fat diet challenge, 6-week old male mice were fed with either control diet (D12450B, Research Diets, Inc., USA) or high-fat diet (D12492, Research Diets, Inc., USA) for 8 weeks. The mice were fasted for 2 h, prior to injection with insulin/saline (5–6 mice per group), and euthanized. Tissues were collected right after euthanasia and immediately snap frozen in liquid nitrogen. All animal experiments were approved by the Danish authorities (permit number 2015-15-0201-00728) at the University of Copenhagen.

### Cell culture

Wild-type (WT), *Irs1*^−/-^ and *Irs2*^−/-^ brown preadipocyte cell lines were a kind gift from C. Ronald Kahn [28]. Cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% foetal bovine serum and 1% penicillin-streptomycin (PS), in humidified incubators at 37°C and 5% CO_2_. For differentiation, pre-adipocytes were grown to confluence (day 0) in culture medium supplemented with 20 nM insulin and 1 nM triiodothyronine (differentiation medium). Confluent cells were incubated for 2 d in differentiation medium further supplemented with 1 μM dexamethasone, 0.5 mM isobutylmethylxanthine and 0.125 mM indomethacin. Subsequently, the cells were maintained in differentiation medium. Culture medium was changed every 2 d, and cell culturing experiments were performed in independent replicates.

For stimulation experiments, cells were starved for 4 h in DMEM with 1% PS and 0.1% bovine serum albumin. Cells were stimulated with 100 nM insulin or IGF-1, or vehicle for 5 min before lysis. For kinase inhibition, cells were pre-treated with 10 μM U0126-EtOH (Selleck Chemicals), 10 μM MK-2206 (Active Biochem) or vehicle (0.1% DMSO) for 1 h before stimulation.

### Transient knockdown

Knockdown of *Rxra* was performed by RNA interference in brown pre-adipocytes. At 80% confluency, the cells were transfected with a pool of four siRNAs targeting *Rxra* (LQ-050277-01-0002, Dharmacon) or a pool of four non-targeting control (NTC) siRNAs (D-001810-10-05, Dharmacon) using Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher) and Opti-MEM Reduced Serum Medium (Thermo Fisher) according to the manufacturer’s instructions. Cells were incubated for 2 d before lysis and subsequent protein analysis.

### Targeted genome editing

The CRISPR/Cas9 system was used for knocking out the *Rxra* gene in a clonal cell line derived from WT pre-adipocytes. Single guide RNAs (sgRNAs) were designed using the CRISPR Design Tool (https://zlab.bio/guide-design-resources) and delivered via a sgRNA-expressing plasmid. 

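The guide sequence GCCATGGAGCCTCGACCCGT matches the minus strand of chromosome 2 of GRCm38 from 27737340 to 27737359, followed by the PAM TGG. On the plus strand the target reads ACGGGTCGAGGCTCCATGGC. In the GENCODE M21 transcript *Rxra*-201, which encodes 467 residues, it lies in the coding part of exon 2, and in *Rxra*-206 in the coding part of exon 3. In 3 other protein-coding transcripts of *Rxra* it lies in the 5′ untranslated region. The start codon of *Rxra*-201 is in exon 1, from 27677433 to 27677435. Cas9 cuts 3 bases from the PAM, which is after position 27737342 on the plus strand.

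**Figure D5:**
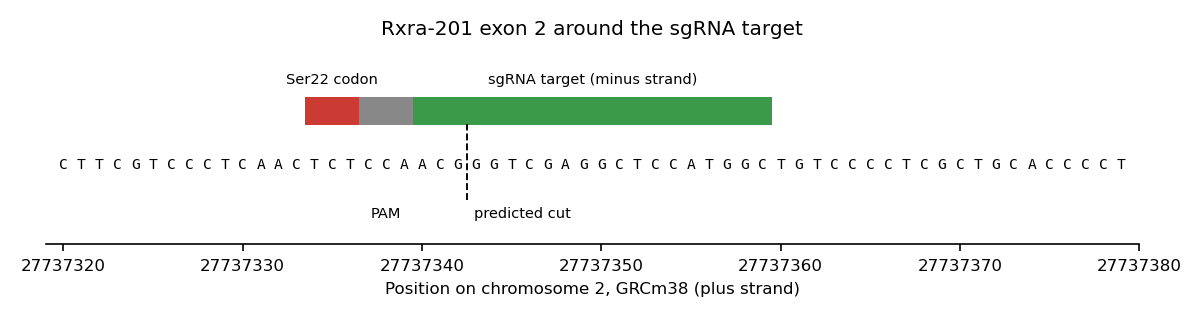
Plus strand sequence of chromosome 2 (horizontal axis, GRCm38 position) around the sgRNA target in exon 2 of *Rxra*-201. The green bar is the target, the grey bar the PAM, the red bar the codon of serine 22 and the dashed line the predicted cut after 27737342.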

The targeting sequence (5ʹ-GCCATGGAGCCTCGACCCGT-3ʹ) of the sgRNA was ligated into a pSpCas9(BB)-2A-GFP (PX458) vector [29], which was replicated using chemically competent *E. coli*. Correct insertion was verified by Sanger sequencing. The Nucleofector 2b Device (Lonza) was used to deliver the plasmids into the WT cell clone by electroporation using Cell Line Nucleofector Kit R (Lonza Group). After 2 d, the cells were separated based on green fluorescent protein (GFP) intensity using fluorescence-activated cell sorting. Monoclonal cell populations were obtained from the GFP-positive cells by isolation of single cells via dilution, and frameshift mutations were confirmed by Sanger sequencing. Two independent *Rxra*^−/-^ clones were subsequently used for experiments.

### Subcloning and mutagenesis

Mouse *Rxra* cDNA, reverse transcribed from brown pre-adipocyte mRNA, was cloned into overhanging 3ʹ deoxythymidine residues of pCR2.1-TOPO (Invitrogen) after PCR amplification with specific primers carrying appropriate restriction sites at their 5′ ends. The full-length cDNA was validated by Sanger sequencing and subcloned into EcoRI and SalI sites of pBabe Hygro (#1765, Addgene) [30], a retroviral expression plasmid, generating pBabe Hygro Mouse Rxra. A missense mutation was introduced in the plasmid using the Q5 Site-Directed Mutagenesis Kit (New England Biolabs) to generate a plasmid coding for RXRα with a serine-to-alanine substitution at residue 22.

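In the reference, serine 22 of *Rxra*-201 is encoded by the codon TCT from 27737334 to 27737336 on the plus strand of chromosome 2 (GRCm38), in exon 2. The residues around it read SSSLNSPTGRG, with the phosphorylated serine followed by proline. The coding sequence around the codon is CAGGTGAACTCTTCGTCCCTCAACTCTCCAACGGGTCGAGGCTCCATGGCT. The codon is next to the PAM of the sgRNA used to disrupt the endogenous gene. The deposited values are counts per gene without sequence, so the codon carried by each library cannot be read from them.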

### Retroviral transduction

Homozygous *Rxra* knockout cells were transduced with empty vector (EV) or retroviral vector containing WT or S22A mutant *Rxra*. A CRISPR/Cas9-targeted cell clone without *Rxra* frameshift indels was transduced with EV and was used as control.

HEK293 FT cells were transiently transfected with pBabe Hygro Mouse Rxra, pUMVC (#8449, Addgene) [31] and pCAG-Eco (#35617, Addgene) in the ratio of 8:8:1 using the TransIT-X2 Dynamic Delivery System. After incubation for 3 d, virus-containing medium was transferred to brown pre-adipocytes together with 8 μg/mL polybrene. Antibiotic selection with hygromycin (200 μg/mL) started 3 d after virus infection and until all uninfected control cells were eliminated.

### Protein immunoblotting

Cells were washed with cold phosphate-buffered saline (PBS) and lysed in RIPA buffer containing protease and phosphatase inhibitors. Lysate was collected and centrifuged for 10 min at 4°C and 16,100 rcf to pellet insoluble material. The pellet was discarded, and protein concentrations of cell lysates were determined with bicinchoninic acid assay. The samples were diluted to equal protein concentrations and mixed with Laemmli sample buffer. Proteins were separated by SDS-PAGE and transferred onto a PVDF membrane. Immunostaining was performed using the primary antibodies shown in Supplementary Table 1 and HRP-conjugated secondary antibodies (Bio-Rad). A rabbit polyclonal antibody specific to phosphoserine 22 in RXRα was produced by Thermo Fisher Scientific with a synthetic phosphopeptide corresponding to residues 18–28 of mouse RXRα ([C]-SSLNS(p)PTGRGS-amide).

In the peptide competition assay, the phospho-RXRα (pRXRα) antibody was pre-incubated for 1 h at room temperature with either water, the immunizing phosphopeptide that the antibody was raised against, or the non-phosphorylated analog peptide. The samples were electrotransferred together in three copies which were cut apart and immunostained in parallel with the antibody solutions. The membrane pieces were assembled for chemiluminescent detection.

### Immunoprecipitation

Brown pre-adipocytes were lysed according to the immunoblotting procedure, and samples were diluted to equal protein concentrations. Samples were then incubated with RXRα (D6H10) antibody (#3085, Cell Signalling Technology) or normal rabbit IgG (#2729, Cell Signalling Technology) overnight at 4°C while rotating. Immunocomplexes were captured by incubation with Protein A Sepharose beads for another 4 h. The beads were washed 3 times in TBST and eluted using Laemmli buffer. For tissue samples, the beads were washed in lysis buffer instead. Immunoblotting was performed using a secondary antibody (ab99697, Abcam) specific to the light chain of rabbit IgG to avoid co-detection of IgG heavy chain from the primary antibody.

### Gene expression analysis

RNA from cultured cells was extracted using RNeasy Kit (Qiagen), and cDNA was synthesized using iScript cDNA Synthesis Kit (Bio-Rad) according to the manufacturer’s instructions. Real-time quantitative PCR was performed using Brilliant III Ultra-Fast SYBR Green QPCR Master Mix (Agilent) and the CFX384 Real-Time PCR Detection System (Bio-Rad) according to the supplier’s manual. Each cDNA sample was run in technical triplicates, and the 2^−ΔΔCt^ method was used for relative quantification with normalization to the sum of *Rn18 s* and *Tbp*. Primer sequences are shown in Supplementary Table 2.

### Lipid staining

Differentiated cells were washed twice in PBS followed by fixation in 10% formaldehyde for 30 min. Fixed cells were washed twice in distilled water and then equilibrated with 60% isopropanol in water for 5 min. Lipids were stained by incubating cells for 20 min with a freshly prepared solution of 0.3% Oil Red O and 60% isopropanol in water. Finally, the cells were washed in distilled water to remove excess stain and were covered with water when viewed under the microscope.

For relative quantification, the cells were washed twice for 5 min in 60% isopropanol while agitating. Oil Red O stain was extracted with 100% isopropanol for 20 min while agitating. Absorbance was read at 518 nm, and the absorbance of 100% isopropanol was subtracted (background).

### RNA sequencing

Cell lysis and phase separation were performed using TRIzol Reagent (Invitrogen) according to the manufacturer’s instructions. The upper part of the aqueous phase was transferred to a new tube and mixed with an equal volume of 70% RNase-free ethanol. The RNA was purified using RNeasy Kit (Qiagen), including the DNase digestion step, according to the manufacturer’s instructions. RNA quantity and quality were assessed using NanoDrop 2000 (Thermo Scientific) and RNA 6000 Nano Kit (Agilent), respectively. Library preparation was performed using TruSeq Stranded Total RNA Library Prep Gold (Illumina) with RNAClean XP Kit (Agencourt) for RNA purification, AMPure XP Kit (Agencourt) for DNA purification and SuperScript III Reverse Transcriptase (Invitrogen) for cDNA synthesis. DNA quantity and quality were assessed using Qubit dsDNA HS Assay Kit (Invitrogen) and High Sensitivity DNA Kit (Agilent), respectively. High-throughput sequencing was performed using the NextSeq 500 Sequencing System (Illumina) and the NextSeq 500/550 High Output Kit v2 (75 cycles).

### Transcriptomic analysis

Paired-end reads were checked for quality with FastQC and aligned to the CRCm38.p6 GENCODE primary assembly, version M21 using STAR v2.7.0d [32]. Read summation onto genes of the comprehensive gene annotation on the aforementioned primary assembly was performed by featureCounts v1.6.2 [33]. Differential gene expression was calculated by edgeR v3.24.3 [34] using the model ~0+group + block, where group was a factor with information about genotype (WT or S22A) and time (d 0, 2 or 6), and block encoded the two independent *Rxra*^−/-^ cell lines. Differential expression was performed using edgeR quasi-likelihood test on different contrasts. Contrasts were contemplating differences between genotypes either at different times, e.g. S22A_D0 – WT_D0, or at different ranges of time, that is the interaction between genotype and time, e.g. (SA_D2 – SA_D0) – (WT_D2 – WT_D0). RNA-seq data was deposited in GEO (GEO: GSE147687).

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 7. Statistical significance was tested using two-tailed t-test or analysis of variance (ANOVA). Šídák’s, Dunnett’s or Tukey’s multiple comparison tests were applied as follow-up tests for two-way ANOVA, as recommended by Prism 7. Dunnett’s comparison test was applied after one-way ANOVA. Data were considered significant if *p* ≤ 0.05 and are presented as mean ± standard error (SE) of the mean.

## Supplementary Material

Supplemental Material Click here for additional data file.

# Supplementary material for: Insulin-induced serine 22 phosphorylation of retinoid X receptor alpha is dispensable for adipogenesis in brown adipocytes
**Source:** Adipocyte. 2020 Apr 5;9(1):142–52. doi: 10.1080/21623945.2020.1747352
**Supplement:** Supplemental Material

**Supplementary Figure 1**

**Supplementary Figure 1.** Immunoblots with antibody for pRXRα, RXRα and GAPDH from (A) insulin- or vehicle-treated brown pre-adipocytes that were non-transfected (none) or transfected with either non-targeting control (NTC) siRNA or *Rxra* siRNA, and from (B) insulin- or vehicle-treated brown pre-adipocytes where the pRXRα antibody was pre-incubated with either no peptide (NP), RXRα phosphopeptide (PP), or RXRα non-phosphopeptide (NPP). Two pRXRα bands (56 and 65 kDa) and total RXRα are quantified, and the presented values are means ± SE; 𝑛 = 3. (C) Quantification of immunoblots with antibody for pRXRα (56 kDa), pAKT, pERK, and pIR is shown for BAT from mice that were fasted or refed for 2 or 6 hours; 𝑛 = 6; one-way ANOVA and Dunnett's multiple comparisons test. (D) Total body weight and fasting blood glucose for CD- or HFD-fed mice; 𝑛 = 6; two-tailed t-test. (E) Quantification of immunoblots with antibody for pRXRα (56 kDa), pAKT, pERK, and pIR is shown for BAT from mice that were fed with CD or HFD and were injected with insulin or saline; 𝑛 = 5-6; two-way ANOVA and Šídák’s multiple comparisons test. All phosphoprotein band intensities are normalized to the total amount of each respective protein, except in the knockdown experiment where pRXRα and RXRα are quantified separately. Asterisk (*) represents significant difference (p < 0.05) from vehicle-treated control cells, fasted mice, saline-injected control mice, or CD-fed mice. Hash (#) represents significant difference (p < 0.05) from cells transfected with NTC siRNA, membrane pre-incubated without peptide (NP), or insulin-injected CD-fed mice.

**Supplementary Figure 2**

**Supplementary Figure 2.** (A) Immunoblots and quantification from WT, *Irs1*^-/-^, and *Irs2*^-/-^ brown pre-adipocytes treated with IGF-1 or vehicle; 𝑛 = 2-3. (B) Quantification of pRXRα, pERK, and pAKT from WT, *Irs1*^-/-^, and *Irs2*^-/-^ brown pre-adipocytes treated with either vehicle or insulin; 𝑛 = 3. (C) Quantification of pRXRα (65 kDa), pIR, pERK, and pAKT from brown pre-adipocytes that were pre-treated with vehicle (DMSO), AKT inhibitor (MK-2206), or MEK inhibitor (U0126), and then stimulated with insulin or vehicle; 𝑛 = 3. (D) Quantification of pRXRα (65 kDa), pIR, and pERK from brown pre-adipocytes at day 0, 2, 4, or 6 of differentiation that were stimulated with insulin or vehicle; 𝑛 = 3. All phosphoprotein band intensities are normalized to the total amount of each respective protein. The presented values are means ± SE. Asterisk (*) represents significant difference (p < 0.05) from vehicle-treated control cells. Hash (#) represents significant difference (p < 0.05) from WT cells, DMSO-treated cells, or D0 cells.

**Supplementary Figure 3**

**Supplementary Figure 3.** (A) Immunoblots using clonal WT brown pre-adipocytes and two independent *Rxra*^-/-^ clones that were stably transfected with EV or *Rxra*WT and treated with insulin or vehicle. Quantification of the bands are shown with pRXRα and RXRα bands separately quantified, and pERK normalized to ERK. The presented values are means ± SE; 𝑛 = 3. (B) Immunoblots using clonal WT brown pre-adipocytes transfected with EV, and *Rxra*^-/-^ brown pre-adipocytes transfected with either EV, *Rxra*WT, or *Rxra*SA, all of which were either insulin- or vehicle-treated. (C) Quantification of pRXRα (65 kDa) immunoblot from WT brown pre-adipocytes transfected with EV, and *Rxra*^-/-^ cells transfected with either EV, *Rxra*WT, or *Rxra*SA, at day 0 or day 6 of differentiation; 𝑛 = 4; two-way ANOVA and Tukey’s multiple comparisons test. Asterisk (*) represents significant difference from vehicle-treated control cells or from sample indicated with the scarab (¤) sign. Hash (#) represents significant difference (p < 0.05) between *Rxra*^-/-^ WT and SA.

**Supplementary Figure 4**

**Supplementary Figure 4.** (A) Venn diagrams showing the number of genes that are closest to being differentially expressed (uncorrected p values < 0.05) in each *Rxra*^-/-^ clone re-expressing *Rxra*WT versus *Rxra*SA. The diagrams show overlapping genes at all time points during differentiation together, or for each day of differentiation separately. (B) Graphs are showing log2 of the transcript counts per million (CPM) for six of the genes that the *Rxra*^-/-^ clones have in common in the Venn diagrams.

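The diagrams compare a list for each clone of the genes with an uncorrected p-value under 0.05 between the 2 genotypes, so a gene in the overlap has reached that level in both clones without correction for the number of genes tested. In the deposited counts, restricted to genes tested in both clones, the list of clone 48 held 321 genes at day 0, 159 at day 2 and 156 at day 6. The list of clone 66 held 109, 152 and 134 genes. With replicate 1, 2 or 3 left out, the day 0 list held 139, 114 or 3125 genes in clone 48. In clone 66 it then held 135, 85 or 113 genes. With a gene counted on any day the lists held 600 and 371 genes.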

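Of the genes shared in the same direction by both clones in the deposited counts, *Chn1* (chromosome 2, 73610660 to 73775346) and *Lgals9* (chromosome 11, 78962974 to 78984946) had the most counts. *Chn1* at day 2 had 10.2 ± 9.79 CPM (SD, n = 6) in *Rxra*WT and 6.19 ± 5.88 in *Rxra*SA cells. Its log2 fold change was -0.70 (standard error 0.298) in clone 48 and -0.93 (standard error 0.356) in clone 66. *Lgals9* at day 2 had 9.44 ± 4.02 CPM in *Rxra*WT and 11.6 ± 4.35 in *Rxra*SA cells, with log2 fold changes of 0.39 (standard error 0.162) and 0.25 (standard error 0.114). *E230016M11Rik* at day 2 (log2 fold changes 0.74 and 0.93) and *Gm10638* at day 6 (0.73 and 0.90) had at most 30 and 26 counts in any library. *Gm43266*, *4931415C17Rik* and *Gdnf* were also shared at day 2, with at most 8, 8 and 3 counts in any library. For these 3 genes every library of the lower genotype had at most 3 counts, and no fold change is given. All of these genes had an adjusted p-value of 1 in both clones (edgeR's quasi-likelihood test), and the block within each day was the setting under which *Chn1* passed in both clones together.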

**Supplementary Table 1.** Primary antibodies for immunoblotting.

| **Antigen** | **Catalog #** | **Company** |
| --- | --- | --- |
| pRXRα | - | Thermo Fisher Scientific |
| RXRα | sc-553 | Santa Cruz Biotechnology |
| RXRα | #3085 | Cell Signaling Technology |
| pERK | #9101 | Cell Signaling Technology |
| ERK | #4696 | Cell Signaling Technology |
| pAKT | #9271 | Cell Signaling Technology |
| AKT | #9272 | Cell Signaling Technology |
| pIRβ | #3024 | Cell Signaling Technology |
| IRβ | #3025 | Cell Signaling Technology |
| GLUT4 | PA1-1065 | Thermo Fisher Scientific |
| FAS | #3189 | Cell Signaling Technology |
| GAPDH | #2118 | Cell Signaling Technology |
| Vinculin | #13901 | Cell Signaling Technology |

**Supplementary Table 2.** Primer sequences for qPCR.

| **mRNA** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *Rn18s* | AGTCCCTGCCCTTTGTACACA | GATCCGAGGGCCTCACTAAAC |
| *Tbp* | ACCCTTCACCAATGACTCCTATG | ATGATGACTGCAGCAAATCGC |
| *Fabp4* | CTGGGCGTGGAATTCGAT | GCTCTTCACCTTCCTGTCGTCT |
| *Adipoq* | GATGGCACTCCTGGAGAGAA | TCTCCAGGCTCTCCTTTCCT |
| *Slc2a4* | GTGACTGGAACACTGGTCCTA | CCAGCCACGTTGCATTGTAG |
| *Fasn* | GGCTCTATGGATTACCCAAGC | CCAGTGTTCGTTCCTCGGA |
| *Cebpa* | CAAGAACAGCAACGAGTACCG | GTCACTGGTCAACTCCAGCAC |
| *G0s2* | AGGAGATGATGGCGCAGAAG | GTCTCAACTAGGCCGAGCAC |
| *Ndufb3* | ATCCATGGGCTCGCAATGAG | AGCTACCACAAACGCAGCAA |
| *Pparg2* | GCATGGTGCCTTCGCTGA | TGGCATCTCTGTGTCAACCATG |

How the deposited data were processed for this re-analysis (not part of the article)

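The deposited data were gene counts from RNA sequencing of 36 libraries. They came from 2 *Rxra*-/- clones of brown pre-adipocytes re-expressing *Rxra*WT or *Rxra*SA, at days 0, 2 and 6 of differentiation, with 3 replicates of each clone, genotype and day. The authors aligned the reads with STAR 2.7.0d, counted them on GENCODE M21 genes with featureCounts 1.6.2 and deposited the counts without normalization or filtering, so that each library listed all 55536 genes. Every gene identifier, start and end in the files was found in the GENCODE M21 annotation. The counting did not use the strand and left out read pairs assigned to more than 1 gene or place, so values of overlapping and antisense genes are uncertain.

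Clone, genotype, day and replicate number were taken from the sample labels, which also give the library pool. Pool and clone coincide and cannot be told apart. The deposited description calls the 3 replicates of a cell line technical replicates, and the paper describes independent replicates. They were treated as 3 libraries per cell line. No pair of replicates was a duplicate, since the chi-square per degree of freedom between replicates lay between 13.54 and 215.4. Which libraries were paired was read from the replicate numbers, and the use of these numbers as pairs was checked by correlation. Total counts per library lay between 11351078 and 24349263, with a median of 18338726. For genes with few counts per library, counting error limits the precision, and their counts are given beside their values.

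Genes were filtered with filterByExpr of edgeR 4.0.16 and counts were scaled by TMM. The model held a coefficient for each genotype and day and a coefficient for the clone, as the paper's methods state, and was tested with edgeR's quasi-likelihood test in the form used by edgeR's earlier versions. The paper's text names edgeR 3.24.3 and names no filter and no normalization. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. Contrasts were *Rxra*SA against *Rxra*WT on each day, each pair of days averaged over genotypes, the interaction of genotype and time, and the difference between clones in the effect of genotype, for which each clone, genotype and day had its own coefficient. Each clone was also fitted alone, and the overlap of genes with an unadjusted p-value under 0.05 was tested with Fisher's exact test. Distances between libraries came from limma 3.58.1. Gene sets were tested with limma's camera function with an inter-gene correlation of 0.01. Mean CPM for comparisons without a model was calculated per total count of the library. Work was done in R 4.3.3 and in python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

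The alternatives tried were the replicate block, clone-specific groups with and without that block, no clone term, edgeR's version 4 and robust quasi-likelihood tests, DESeq2 1.42.0, RLE size factors, library size alone, no filter, a filter of 1 CPM in at least 6 libraries, omission of mitochondrial genes, the libraries of the compared days alone, and each replicate left out in turn. A block for each pair of same-numbered libraries within each day, distances over pairs of different replicate number alone, the omission of one library from the mean CPMs and mean counts in place of mean CPM were added after the data had been seen. The fits were tested on simulated counts of 16723 genes, of which 200 were changed at day 0 alone. The counts were simulated with and without variation shared by same-numbered libraries, with the spread taken from both clones together.

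Genes were named by a rule fixed before the counts were read. It named *Rxra*, every gene and receptor the paper names, and up to 6 genes per day shared by the clones in the same direction. Per genotype contrast it took up to 5 genes with the largest absolute log2 fold change among those with an adjusted p-value under 0.05. It also took up to 10 genes with a mean CPM of at least 10 and a ratio of mean CPMs of at least 3. Per pair of days it took the 3 genes with the largest increase and decrease among genes with an average log2 CPM of at least 5. Genes called only under an alternative, and genes with the smallest p-value of a clone, fall outside this rule and were chosen after their values were seen. A fold change against a group with at most 3 counts in every library is given as a lower bound. The immunoblots, qPCR measurements and lipid stainings were not analysed here.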

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

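The tests of a single library, of the *CT010467.1* locus, of the replicate number and of depth in the libraries other than replicate 1 of clone 48 *Rxra*SA were chosen only after the results were seen, and the tests of other ribosomal RNA, shared sequence and depth for *Lars2* were chosen before.

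At day 0, replicate 1 of clone 48 *Rxra*SA lay far above the other 5 *Rxra*SA libraries for 6 genes. Its CPM was 30572.5 for *Lars2* (others 12.6 to 1735), 163.2 for *Gm25732* (others 0.0 to 10.6), 1536 for *Gm15564* (others 0.222 to 90.7), 136.6 for *Mir6236* (others 0.419 to 7.23), 12129.2 for *CT010467.1* (others 123.2 to 564.9) and 1107 for *Gm23935* (others 18.0 to 54.1). Among the *Rxra*WT libraries of day 0, replicate 1 of clone 66 lay far above the others for 4 of these genes, with a CPM of 1955 for *Lars2* (others 9.39 to 33.8), 11.2 for *Gm25732* (others 0.0), 112 for *Gm15564* (others 0.110 to 1.26) and 8.81 for *Mir6236* (others 0.0 to 1.6). Because these genes were chosen for a large ratio of mean CPMs, finding 10 such values in 12 groups tested, all from these 2 libraries, does not show how common they are.

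Without replicate 1 of clone 48 *Rxra*SA, 0 of the 6 genes kept a ratio of 3 or more, but the genes were chosen for a ratio that this library raises, so this does not decide whether a single library accounts for the pattern. The medians of the 6 libraries were also higher in *Rxra*SA cells. They were 151 against 19.4 CPM for *Lars2*, 11.7 against 0.695 for *Gm15564* and 1.3 against 0.250 for *Mir6236*. These medians are not independent of this library. Without it the middle *Rxra*SA values were 33.0 CPM for *Lars2*, 1.98 for *Gm15564* and 0.611 for *Mir6236*. The means without it were, for *Lars2*, *Gm25732*, *Gm15564* and *Mir6236*, mostly set by replicate 1 of clone 66, so they say little about the other libraries. In clone 48, *Lars2*, *Gm15564*, *Mir6236* and *CT010467.1* were higher in the *Rxra*SA library of 3 of 3 pairs. In clone 66 *Lars2* was lower in 3 of 3 pairs and the other genes in 2 of 3. *Lars2* differed little in clone 66, with 14.9 and 14.5 CPM in replicate 2 and 33.8 and 33.0 CPM in replicate 3 (*Rxra*WT and *Rxra*SA). If ribosomal RNA left in the library raised other ribosomal RNA genes too, their sum would be high. The library ranked 14 of 36 in the summed CPM of 353 other ribosomal RNA genes. That sum was at most 124 CPM in any library, against 12129.2 CPM for *CT010467.1* in this one. Whether ribosomal RNA left in a library raises these 353 genes was not tested, so the rank cannot decide. The 353 genes also differed between replicate numbers. Among the 12 libraries of replicate 1 the library ranked 1, with 18.3 CPM against 3.25 to 7.68 in the other 11, so ribosomal RNA left in the library is not excluded. Of the 5 genes not annotated as ribosomal RNA, 0 had a stretch of 25 bases in common with a transcript annotated as ribosomal RNA. The search covered only transcripts so annotated in GENCODE M21. Sequence shared with ribosomal RNA outside that annotation is therefore not excluded. Low sequencing depth was tested in the library with the second lowest total count, where *Lars2* was 0.559 times its median. In the other libraries among the 9 with the lowest total counts it was 6.26, 0.362, 6.63, 0.583, 3.27, 0.352 and 11.3 times its median, and the highest values of the remaining libraries, 47.5, 45.6, 40.5 and 30.7 times the median, were at ranks 20, 14, 15 and 13 of 36 from the lowest total count. Low depth alone therefore does not account for the pattern. Ribosomal RNA of the *CT010467.1* locus may be involved. Over the other 35 libraries the log2 CPM of *Lars2* and *CT010467.1* had a Pearson r of 0.468 (permutation p = 0.00506) and a Spearman rho of 0.534 (permutation p = 0.00112). Without the 2 libraries farthest from the median r was 0.440 (n = 33).

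Within clones the r of *Lars2* and *CT010467.1* was 0.511 in clone 48 (n = 17, permutation p = 0.0345) and 0.394 in clone 66 (n = 18, permutation p = 0.107). Within replicate numbers r was 0.980 in replicate 1 (n = 11, permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 3e-05), 0.290 in replicate 2 (n = 12, permutation p = 0.320, adjusted p = 0.320) and 0.912 in replicate 3 (n = 12, permutation p = 7e-05, adjusted p = 0.000105). Spearman's rho was 1.0, 0.566 and 0.888 (permutation p = 1e-05, 0.0578 and 0.00021), and without the 2 libraries farthest from the median r was 0.976, 0.461 and 0.846. The 6 libraries with the highest *Lars2* CPM were all of replicate 1, in both clones and both genotypes. Outside clone 48 at day 0 the log2 CPM of *Lars2* was 3.53 higher in replicate 1 than in the other replicates, and higher in 5 of 5 combinations of clone and day (exact permutation test of the replicate numbers, one-sided, p = 0.00412, the smallest that 243 permutations allow). This test treats the days of a clone as independent and was made on the data in which the pattern was noticed. An event in a single library thus does not account for the high values in the other libraries of replicate 1. The pattern cannot be told apart from ribosomal RNA left in the library, that of the *CT010467.1* locus included. A difference shared by libraries of replicate 1 is not excluded either. One shared by all of them would, however, also raise *Lars2* in replicate 1 of clone 48 *Rxra*WT at day 0, which the test left out. Its CPM there was 14.0, against 30572.5 in the *Rxra*SA library. Such a difference alone therefore leaves this gap unexplained, although this rests on 1 pair of libraries. Genotype alone does not account for the pattern, because replicate 1 of clone 66 had a high *Lars2* CPM at day 0 in both genotypes (1955 in *Rxra*WT and 1735 in *Rxra*SA).

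Of 106 groups of 6 libraries tested for other measures, 8 had a library far from the rest, where chance gives about 5.3, and over all 118 groups there were 18 where chance gives about 5.9. The percentage of counts on the mitochondrial chromosome at day 0 was 3.784 in replicate 2 of clone 66 *Rxra*SA (others 1.113 to 1.92) and 3.151 in replicate 3 of clone 66 *Rxra*WT (others 1.135 to 1.614). The CPM of *Fasn* was 364.7 in the latter library (others 134.3 to 198.6), and that of *Fabp4* was 71.0 in replicate 3 of clone 48 *Rxra*WT at day 0 (others 32.6 to 46.6). *Vcl* was lowest in replicate 2 of clone 48 *Rxra*SA at day 0, with 104.7 CPM (others 200.5 to 252.3). *Gapdh* had 287.1 CPM in replicate 2 of clone 66 *Rxra*SA at day 2 (others 238.8 to 254.1). *Rxrg* at day 2 had a single count in replicate 3 of clone 66 *Rxra*SA (0.0513 CPM) and in replicate 2 of clone 48 *Rxra*WT (0.0691 CPM), with 0 counts in the others. Of the 7 libraries concerned, 2 were among the 9 with the lowest total counts, where chance gives 1.75. Low sequencing depth does not account for most of them, and the library with high values for the mitochondrial chromosome and *Fasn* had the highest total count of the 36. For the other 2 low depth was not excluded. No biological explanation was tested.

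The effect of genotype at day 0 differed between the clones for 3 genes when the replicate block was used. The log2 difference between clones was 12.77 for *Gm25732* (adjusted p = 2.19e-05), 2.22 for *Nnmt* (standard error 0.362, adjusted p = 0.0132) and 1.04 for *Tmem98* (standard error 0.189, adjusted p = 0.0474). Each of these genes had an adjusted p-value of up to 1.00 under other settings, and without the block 0 of the filtered genes passed and 283 had an unadjusted p-value under 0.05. Without a filter or a block 5 genes passed, among them *Nnmt* (adjusted p = 0.0414). *Gm25732* had 0 counts in the *Rxra*WT libraries of clone 48, so the size of its difference is not determined. It was higher in the *Rxra*SA library of 2 of 3 pairs in each clone. These *Rxra*SA libraries had 163 and 0.895 CPM in clone 48 but only 0.0524 and 0.0461 CPM in clone 66. *Nnmt* and *Tmem98* were higher in 3 of 3 pairs in clone 48 and lower in 3 of 3 pairs in clone 66. *Nnmt* had between 6 and 50 counts. With an unadjusted p-value under 0.05 and no block, 4 of the 32 splits of the same libraries gave as many genes at day 0, 1 of 32 at day 2 and 3 of 32 at day 6, the real split included, where each split exchanged the genotypes within same-numbered pairs. Clone and library pool coincide, and a difference between clones cannot be told apart from one between pools.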

How the results depend on the processing

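No test in this part was chosen only after the result was seen, except for the settings named as added. All other settings, and the comparisons themselves, were chosen before the data were examined. Over 38 results of comparisons, 519 values under other settings were calculated, of which 436 kept their direction and side of the threshold or stayed within 1.5 times the count, 67 moved, 2 became significant and 14 changed sign. For 52 results of single genes, 992 of 999 values were unchanged in this sense, 2 became significant and 5 changed sign. The cause was not tested for any change below.

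Genes that differed between days numbered 11114 to 15321 for days 0 and 2, 10391 to 14067 for days 0 and 6 and 9507 to 11936 for days 2 and 6, and with each replicate of a clone left out 11548 to 12198, 10657 to 11129 and 9577 to 10289. Library size alone changed the split between higher and lower genes, from 48.9% to 33.6% higher at day 2 against day 0 and from 48.2% to 34.9% at day 6 against day 0. Between days 2 and 6 it was 51.4% with TMM and 57.7% with library size alone.

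Between genotypes 0 genes passed in both clones together, with 139, 162 and 125 genes at an unadjusted p-value under 0.05 at days 0, 2 and 6. Clone-specific groups with the replicate block gave 1 gene at day 0 (482 at an unadjusted p-value under 0.05) and 1 gene for the interaction between days 0 and 6 (268). The block within each day, added after the data were seen, gave 1 gene at day 2 (692). The difference between clones gave 0 genes in the model without block (283, 214 and 200 at an unadjusted p-value under 0.05), 3 at day 0 with the replicate block (1434), 5 at day 0 without a filter (621), and 4, 1 and 3 at days 0, 2 and 6 with the block within each day (3083, 648 and 1235).

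In clone 48 alone, no filter gave 7 genes at day 0 and 2 at day 2, DESeq2 gave 1 at day 2, the replicate block gave 1 at day 0 and 1 at day 2, and the block within each day gave 1 and 1. In clone 66 alone, no filter gave 1 gene at day 2, and the block within each day gave 2 at day 0 and 1 at day 2. At an unadjusted p-value under 0.05 the block within each day gave 3717, 866 and 847 genes in clone 48 and 394, 429 and 669 in clone 66, against 352, 180 and 175 and 126, 182 and 155 without a block.

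The overlaps of 4, 8 and 3 genes, and 30 on any day, depended most on the setting. They were 22, 15, 14 and 111 without a filter, 18, 13, 14 and 109 with the replicate block and 78, 29, 52 and 365 with the block within each day, where chance predicts 9.70, 5.95, 5.48 and 59.0, then 20.8, 3.237, 4.55 and 86.8, and then 82.9, 20.6, 32.9 and 392. By Fisher's exact test the adjusted p-value was 0.000802, 0.00138, 0.00138 and 5.86e-10 without a filter, 0.639, 9.38e-05, 0.000405 and 0.0146 with the replicate block, and 0.569, 0.126, 0.00516 and 0.126 with the block within each day. At day 6, where the overlap did not pass in the fits without a block (adjusted p = 0.174), it passed under these settings and also with both clones in one fit (adjusted p = 0.0122), with the libraries of the compared days alone (0.0104) and without replicate 3 (0.00425). The direction was the same in both clones for 5 of 14, 2 of 14, 8 of 52, 2 of 6, 1 of 4 and 0 of 5 of these genes. At day 0 both blocks gave fewer shared genes than chance predicts, as did the fits without replicate 3 (7 against 22.0, Fisher's exact test, adjusted p = 0.000429). By the same test the day 0 overlap was above chance with both clones in one fit (14 against 2.89, adjusted p = 2.4e-06). It was also above chance with edgeR's version 4 test (7 against 2.61, 0.0212) and without replicate 1 (4 against 1.17, 0.0416). At day 2 the overlap did not pass with the libraries of the compared days alone (0.202) or without replicate 2 (0.123). Both clones in one fit gave 14 at day 0, 6 at day 6 and 57 on any day. DESeq2 gave 5 at day 2 and 17 on any day, edgeR's version 4 test gave 7 at day 0, and the libraries of the compared days alone gave 1 at day 2 and 10 on any day. At an unadjusted p-value under 0.01 there were 0, 0, 0 and 1, and with the same direction in both clones 0 at day 0, 1 at day 6 and 17 on any day. With each replicate left out they ranged from 1 to 7, 3 to 8 and 1 to 5, and from 16 to 62 on any day.

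With pairs of different replicate number alone, added after the pairing of libraries had been seen, the difference between the mean distances between and within genotypes changed sign, from -0.081, -0.13 and -0.13 to 0.026, 0.013 and 0.0059 at days 0, 2 and 6.

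Genes with a 2-fold difference in mean CPM numbered 8, 3 and 0. With median CPM they numbered 14, 5 and 1, with a mean CPM of at least 10 there was 1 at day 2, with the geometric mean 0 at day 2, and without replicate 1 of clone 48 *Rxra*SA, left out after its values were seen, 4 at day 0. With each replicate of a clone left out they ranged from 0 to 13, 1 to 4 and 0 to 3. The log2 fold change at day 0 then ranged from -0.13 to 5.06 for *CT010467.1* and from -0.071 to 3.62 for *Gm23935*, and that of *Rxra* from -0.083 to 0.0079 at day 2 and from -0.012 to 0.090 at day 6.

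Some means of gene sets near 0 changed sign. The RXRα:PPARγ targets had a mean log2 fold change of 0.00279 at day 2 with the replicate block, and from -0.026 to 0.026 at day 2 and from -0.027 to 0.0051 at day 6 with each replicate of a clone left out. The qPCR markers then ranged from -0.079 to 0.052 at day 0 and from -0.013 to 0.021 at day 6. Retinoid-responsive genes had a mean of 0.050 at day 2 without a filter and, with each replicate left out, from -0.23 to -0.054 at day 0 and from -0.0068 to 0.045 at day 6. At day 0 they passed without replicate 1 (-0.16, adjusted p = 0.0202) or replicate 3 of clone 48 (-0.23, adjusted p = 0.0297), where the adjusted p-value over all settings reached 0.846.

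For 15 genes named in the paper, 898 values on 3 days under 20 settings had an adjusted p-value of at least 0.807, and 44 had the other sign. The depth limits *Ucp1*, with at most 5 counts in any library, and *Rxrg*, with at most 1 count in any library at days 0 and 2. The simulated counts with shared variation held changes at day 0 alone. In them 32 of 100 genes changed 1.5-fold were called in both clones together without a block and 59 of 100 with the block within each day. Of genes changed 2-fold, 74 and 86 of 100 were called. The limit on small changes thus depends on the model.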

Differences from the paper's values

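The tests with mean counts and with the block within each day were chosen only after the result was seen. The highest point of the scatter plots was *Rn7sk* in the deposited counts. Its mean CPM in *Rxra*WT cells was 26960.5 ± 5654 (SD, n = 6) at day 0, 28296 ± 7652 at day 2 and 35179.6 ± 9982 at day 6. The paper's highest points lie at about 500000 CPM at days 0 and 2 and at about 600000 CPM at day 6 in Fig. 4(b), read by eye. Of the alternatives set before the data were examined, median CPM (27969.6, 28161 and 35351), the geometric mean (26437, 27407 and 33999) and TMM-scaled CPM (23506, 30839.8 and 36395) did not close the gap. With mean counts in place of mean CPM, chosen after seeing the values, the highest points were 485663, 507263 and 634072.

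The paper finds no gene that differs between the genotypes in both clones together. The model with the paper's terms called 0 genes at days 0, 2 and 6, with 139, 162 and 125 genes at an unadjusted p-value under 0.05. Settings that called a gene were clone-specific groups with the replicate block, which called *Gm25732* at day 0 (fold change not determined, since *Rxra*WT cells of clone 48 had 0 counts, adjusted p = 1.96e-05, over all settings up to 1, higher in 4 of 6 pairs), and the block within each day, which was added after seeing the data and called *Chn1* at day 2 (log2 fold change -0.74, adjusted p = 0.00172, over all settings up to 1, lower in 6 of 6 pairs). Of the 4 higher pairs of *Gm25732* at day 0, all but replicate 1 of clone 48 had at most 0.895 CPM. With clone-specific groups and the replicate block, *Gm25732* also passed for the interaction of genotype and time. This was between days 0 and 6 (adjusted p = 0.000896, over all settings up to 1).

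The paper also finds no such gene in either clone alone. Within a clone, genotype cannot be separated from the transduced line. The separate fits called 0 genes, with 352, 180 and 175 genes at an unadjusted p-value under 0.05 in clone 48 and 126, 182 and 155 in clone 66. In clone 48, *Car3* at day 2 was called in 4 of 13 settings, with the replicate block (log2 fold change -1.41, adjusted p = 0.0167), with DESeq2 (-1.44, adjusted p = 0.0281), with the block within each day (-1.40, adjusted p = 0.0390) and without a filter (-1.44, adjusted p = 0.000788). It was lower in 3 of 3 pairs, and its adjusted p-value reached 1 under other settings. *Gm25732* at day 0 was called in 3 of 11 settings, namely with either block and without a filter. It was higher in 2 of 3 pairs, with 163 and 0.895 CPM in the *Rxra*SA library. Without a filter, *Mir6240*, *Mir6236*, *Lars2*, *Gm23935*, *Gm15564* and *CT010467.1* were also called at day 0 in clone 48. *Atp8a1*, with at most 14 counts in any library, was called at day 2 in clone 48. In clone 66 at day 2 *Gm10801* was called (log2 fold change 2.54, adjusted p = 0.0191, over all settings up to 1, higher in 3 of 3 pairs). *Gm10801* had only 3 to 29 counts per library. With the block within each day, *Enpp2* (-0.91, adjusted p = 0.0142) and *Agt* (-0.73, adjusted p = 0.0171) were called at day 0 and *Enpp2* at day 2 (-0.72, adjusted p = 0.0367) in clone 66, each lower in 3 of 3 pairs and each with an adjusted p-value of 1 in the fit without the block.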

Other observations

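The tests on splits of the libraries, on variation shared by same-numbered cultures and on *Chn1* were chosen only after the results were seen, and the tests on low counts, the S22A mutation, the transduced lines, differentiation stage and gene length were chosen before.

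Between genotypes, 0.831% of genes at day 0 had an unadjusted p-value under 0.05, fewer than chance gives. Variation shared by same-numbered cultures is a candidate explanation, since in simulated counts with such variation 0.884% of unchanged genes fell under 0.05, against 4.48% with independent libraries. Low counts do not account for it, because among 6419 genes with an average log2 CPM of at least 5 the percentage was 0.0623. No biological explanation was tested.

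Each split of the genotypes exchanged them within same-numbered pairs, so that every split parts the same pairs, and each number of splits includes the real one. Of 32 splits with both clones together, 15, 3 and 6 gave as many genes with an unadjusted p-value under 0.05 as the real one at days 0, 2 and 6, and for the interactions 11 between days 0 and 2, 16 between days 0 and 6 and 3 between days 2 and 6. With the block within each day 18, 5 and 12 of 32 did, and other splits gave up to 3306 genes with an adjusted p-value under 0.05 at day 0. The difference between the clones was as large in 4, 1 and 3 of 32 splits, so that at day 2 the real split gave the most genes, 214. Between days, no split other than the real one gave as many genes (1 of 25 splits for each pair of days, the real one included). These fits held only the libraries of the compared days, and the real split gave 11939 genes for days 0 and 2, 11276 for days 0 and 6 and 9910 for days 2 and 6. Within clone 48, 2, 1 and 1 of 4 splits gave as many genes at days 0, 2 and 6, and within clone 66 also 2, 1 and 1 of 4. For the shared genes it was 8, 1 and 5 of 16 splits, and 4 of 16 on any day. Designs of 4 or 16 splits cannot give a share under 0.05, so the 8 genes shared at day 2 cannot be told apart from a random exchange within pairs, although Fisher's exact test gave an adjusted p-value of 0.000272 (odds ratio 5.79, same direction for 6 of the 8).

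*Chn1* at day 2 with the block within each day had a log2 fold change of -0.74 (adjusted p = 0.00172, over all settings up to 1) and was lower in 6 of 6 pairs. Any gene passed in 2 of the 32 splits, the real one included, so a random exchange within pairs remains open. An effect of the S22A mutation on *Chn1* would be a hypothesis only.

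Differences between the *Rxra*SA and *Rxra*WT lines of one clone were compared across 9381 genes, which are not independent replicates. If the S22A mutation caused them, they would correlate between clones. The mean correlation over days was -0.304 (-0.49, 0.073 and -0.49 on days 0, 2 and 6), and 31 of 32 splits gave a correlation as large. A difference carried by each transduced line may contribute, since the mean correlation between days within a clone was 0.350 and 2 of 16 splits were as large. The pattern cannot be told apart from this explanation.

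In clone 48 at day 0 the replicate block gave 1884 genes with an unadjusted p-value under 0.05. Cultures at different stages of differentiation would show the change between days 0 and 2, but the correlation with this change in clone 66 was -0.0437 across genes. The correlation with log2 gene length was -0.321 (Spearman rho -0.350), so an effect of gene length may contribute and cannot be told apart from others. Genes are not independent replicates here either.

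The 10 of 15 listed retinoid-responsive genes that were tested had a mean log2 fold change of -0.13 at day 0, -0.091 at day 2 and 0.027 at day 6 (unadjusted p = 0.0261 at day 0, adjusted p = 0.235, 0.437 and 0.998, with 1, 1 and 4 of 10 genes higher in *Rxra*SA cells). Their splits as large as the real one were 12, 14 and 24 of 32. The RXRα:PPARγ targets had 3, 28 and 22 of 32, and the qPCR markers 29, 1 and 30 of 32. At day 2 the mean of the qPCR markers was -0.071 (adjusted p = 0.437, 1 of 8 genes higher), the largest of the 32 splits, while the gene set test did not pass.

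Averaged over genotypes, the log2 fold changes between days 0 and 6 were 2.08 for *Fasn*, 6.29 for *Fabp4*, 7.00 for *Slc2a4*, 2.80 for *Pparg*, 10.97 for *Adipoq*, 4.53 for *Cebpa*, 9.93 for *G0s2*, 1.27 for *Ndufb3* and 0.62 for *Rxra*.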
